# Perception of unrelated microbe-associated molecular patterns triggers conserved yet variable physiological and transcriptional changes in *Brassica rapa* ssp. *pekinensis*

**DOI:** 10.1038/s41438-020-00410-0

**Published:** 2020-11-01

**Authors:** Wanhui Kim, Maxim Prokchorchik, Yonghua Tian, Seulgi Kim, Hyelim Jeon, Cécile Segonzac

**Keywords:** Pattern recognition receptors in plants, Biotic

## Abstract

Pattern-triggered immunity (PTI) includes the different transcriptional and physiological responses that enable plants to ward off microbial invasion. Surface-localized pattern-recognition receptors (PRRs) recognize conserved microbe-associated molecular patterns (MAMPs) and initiate a branched signaling cascade that culminate in an effective restriction of pathogen growth. In the model species *Arabidopsis thaliana*, early PTI events triggered by different PRRs are broadly conserved although their nature or intensity is dependent on the origin and features of the detected MAMP. In order to provide a functional basis for disease resistance in leafy vegetable crops, we surveyed the conservation of PTI events in *Brassica rapa* ssp. *pekinensis*. We identified the PRR homologs present in *B. rapa* genome and found that only one of the two copies of the bacterial Elongation factor-Tu receptor (EFR) might function. We also characterized the extent and unexpected specificity of the transcriptional changes occurring when *B. rapa* seedlings are treated with two unrelated MAMPs, the bacterial flagellin flg22 peptide and the fungal cell wall component chitin. Finally, using a MAMP-induced protection assay, we could show that bacterial and fungal MAMPs elicit a robust immunity in *B. rapa*, despite significant differences in the kinetic and amplitude of the early signaling events. Our data support the relevance of PTI for crop protection and highlight specific functional target for disease resistance breeding in Brassica crops.

## Introduction

Perception of non-self or damaged-self is essential for plants to adjust to environmental changes and is of particular importance to ward off pathogen invasion. Plants have evolved two major sets of receptors that recognize the presence of microbes and activate defense mechanisms that efficiently restrict pathogen growth^1^. Microbe-associated molecular patterns (MAMPs) are conserved features essential for microbial survival. Characterized MAMPs include components of the bacterial or fungal cell membrane and cell wall (lipopolysaccharides, peptidoglycan, chitin), the building block of the bacterial flagellum (flagellin) or even components of the general cell machinery (bacterial elongation factor-Tu)^2^. At the plant-microbe interface, MAMPs may bind to the extracellular domain of the plant pattern-recognition receptors (PRRs), leading to activation of conserved sets of defense responses including a wide transcriptional reprograming, hormonal changes, reinforcement of the plant cell wall and production of antimicrobial compounds^3^. Plants lacking PRRs are generally more susceptible to pathogens, highlighting the contribution of the pattern-triggered immunity (PTI) to plant disease resistance^4^.

Multiple PRRs have been genetically identified and characterized in the model species *Arabidopsis thaliana* and few other species such as tomato or rice^5^. PRRs are plasma membrane-localized proteins predominantly belonging to the receptor-like kinase or the receptor-like protein families^5^. Some PRRs such as FLAGELLIN SENSING 2 (FLS2) or CHITIN ELICITOR RECEPTOR KINASE 1 (CERK1) are broadly conserved across the plant kingdom, while others such as ELONGATION FACTOR TU RECEPTOR (EFR) or LIPOPOLYSACCHARIDE-SPECIFIC REDUCED ELICITATION (LORE) are only present in the *Brassicaceae* family^6,7^. Following MAMP binding, the activation mechanisms of PRRs are diverse and often include the recruitment of other membrane-associated proteins, as co-receptors or as additional signaling components^8^. PRR activation triggers two branches of signaling events, one leading to a characteristic influx of Ca^2+^ and the production of reactive oxygen species (ROS) in the apoplast; the other mediated by several classes of kinases that leads to a significant transcriptional reprogramming of the cell^9^. These early PTI events are broadly conserved among distant plant species, therefore the transfer of PRR is sufficient to confer novel MAMP detection capacity to unrelated plant families^10^. *Brassica rapa* ssp. *pekinensis* is an important vegetable crop in North-East Asia, closely related to the model species Arabidopsis. A chromosome-level assembly of *B. rapa* genome is available and has recently been surveyed for components of disease resistance^11,12^. Although a broad conservation with the well-characterized genetic components of PTI in Arabidopsis could be inferred from the close relationship between the two species, the MAMP detection system and PTI signaling events in *B. rapa* remain to be characterized. In the aim to provide relevant targets to improve disease resistance in Brassica crops, we have tested the functionality of the two copies of the EFR homologs present in *B. rapa* genome and characterized further the physiological and transcriptional responses of *B. rapa* to several unrelated MAMPs.

## Results

### Identification and expression of pattern-recognition receptor gene homologs in *B. rapa* genome

Prior to test the range of MAMPs detected by *B. rapa*, we surveyed its genome for the presence of pattern-recognition receptor (PRR) gene homologs (Table 1, Fig. S1). Using the search for syntenic ortholog tool developed by Cheng et al.^13^, we identified two putative homologs of *AtFLS2, AtEFR, LYSINE-MOTIF DOMAIN PROTEIN 1 (AtLYM1)* and *LYSINE-MOTIF DOMAIN PROTEIN 2 (AtLYM2)*, mostly located in the moderate gene fractionation portion of the genome^7,14–17^. We could identify only one syntenic ortholog of *AtCERK1* and *LysM-CONTAINING RECEPTOR-LIKE KINASE 5* (*AtLYK5)*^15,18^. No syntenic orthologs could be found for *LYSINE-MOTIF DOMAIN PROTEIN 3* (*AtLYM3)* and *AtLORE* required, respectively, for the perception of bacterial peptidoglycan and lipopolysaccharides^6,17^. However, *Bra031434* and *Bra008320* showed the highest amino acid identity with *AtLORE* (93.1%) and *AtLYM3* (91.3%) and were considered as non-syntenic homologs for these receptors.

**Table 1:** Identification and expression of pattern-recognition receptor homologs in *B. rapa* genome

Pattern	Receptor	*A. thaliana* gene ID	*B. rapa* gene ID (subgenome)^a^	Expression (FPKM)^b^		
				Root	Stem	Leaf
Chitin	CERK1	AT3G21630	Bra031293 (LF)	8.20	4.43	4.55
	LYK5	AT2G33580	Bra021861 (MF1)	61.03	68.10	37.97
	LYM2	AT2G17120	Bra002021 (LF)	21.93	34.51	22.89
			Bra009660 (MF2)	14.98	26.23	13.47
EF-Tu (elf18)	EFR	AT5G20480	Bra002305 (LF)	1.29	0.38	0.99
			Bra006560 (MF1)	0.22	0.11	0.20
Flagellin (flg22)	FLS2	AT5G46330	Bra022032 (MF1)	0.00	0.00	0.00
			Bra017563 (MF2)	4.59	4.51	5.97
Lipopolysaccharides	LORE	AT1G61380	Bra031434 (ns)	0.00	1.62	10.33
Peptidoglycan	LYM1	AT1G21880	Bra017956 (LF)	26.01	50.49	11.57
			Bra016402 (MF1)	40.64	92.87	33.98
	LYM3	AT1G77630	Bra008320 (ns)	27.29	52.13	7.93

*LF* lest gene fractionation, *MF1* moderate gene fractionation, *MF2* most gene fractionation, *ns* non-syntenic.

^a^From Cheng et al.^13^.

^b^From Tong et al.^19^.

Using available RNA-seq data from *B. rapa* tissues^19^, we have collected expression values for each of these putative PRR encoding genes in root, stem, and leaf (Table 1). In these three tissues, the genes coding for polysaccharide chitin and peptidoglycan receptors were the most abundantly expressed. *LORE* non-syntenic homolog *Bra031434* expression was not detected in roots but reached a similar expression level as *LYM1* and *LYM2* homologs in leaf tissues. The next most expressed genes were the ones coding for the proteinaceous flagellin and Elongation factor-Tu receptors, *Bra017563* (hereafter *BraFLS2*) and *Bra002305* (hereafter *BraEFR2*). Interestingly, the transcript of the other putative copy of *FLS2* (*Bra022032*) was not detected in this study whereas the second putative copy of *EFR* (*Bra006560*, hereafter *BraEFR1*) was, albeit to a lower level than *BraEFR2*. Altogether, these data hinted at the presence and expression of PRRs that could perceive bacterial (EF-Tu, flagellin, lipopolysaccharides, peptidoglycan) and fungal (chitin) patterns in *B. rapa* vegetative tissues.

### Only one of the two *B. rapa* EFR homologs is functional

EFR is the *Brassicaceae*-specific receptor for the bacterial Elongation Factor-Tu^7,20^. Unlike *BraFLS2*, with only one of the two copies expressed, both copies of *BraEFR* are expressed in vegetative tissues (Table 1). Protein sequence alignment with AtEFR revealed higher level of identity (78.2% vs 76.8%) and similarity (91.8% vs 91.3%) for BraEFR1 compared to BraEFR2 (Fig. S2). Both proteins harbor the conserved 21 leucine-rich repeat (LRR) domains of AtEFR and the ATP-binding and proton-acceptor sites in the kinase domain. To determine whether both copies of BraEFR are functional, we cloned *AtEFR*, *BraEFR1,* and *BraEFR2* coding sequences in C-terminal fusion with 6 hemagglutinin (HA) repeats or the yellow fluorescent protein (YFP) and under the control of the constitutive CaMV 35S promoter for Agrobacterium-mediated expression *in planta*.

We transformed Arabidopsis *fls2 efr cerk1* (*fec*) triple mutant that lacks a functional EFR and is therefore irresponsive to treatment with elf18 peptide to test BraEFR function^7,20,21^. We obtained independent *fec* transgenic lines expressing either *BraEFR1* or *BraEFR2* to a similar level as *EFR* in Col-0 plants (Fig. S3). Seedling growth inhibition in presence of defense-eliciting peptides such as flg22, elf18 or Atpep1 is a widely used method to rapidly assess peptide perception in Arabidopsis^7,16,22^. We could measure a dose-dependent reduction in fresh weight of Col-0 seedlings exposed to increasing concentration of elf18 (Fig. 1a). As expected, the fresh weight of *fec* seedlings was not affected by elf18 supplement in the growth medium. However, two independent *fec/BraEFR2* lines showed dose-dependent growth inhibition, whereas no change in fresh weight was detected in *fec/BraEFR1* lines (Fig. 1a). To examine whether *BraEFR* alleles could complement the *fec* mutant for earlier elf18-triggered event, we monitored the rapid production of reactive oxygen species (ROS) in the same lines (Fig. 1b). As expected, we could detect a fast and transient ROS production in Col-0 <2 min after elf18 elicitation but not in *fec* plants. The elf18-triggered ROS production was restored to wild type level in *fec/BraEFR2* lines but completely absent from the *fec/BraEFR1* lines (Fig. 1b).

**Fig. 1:**
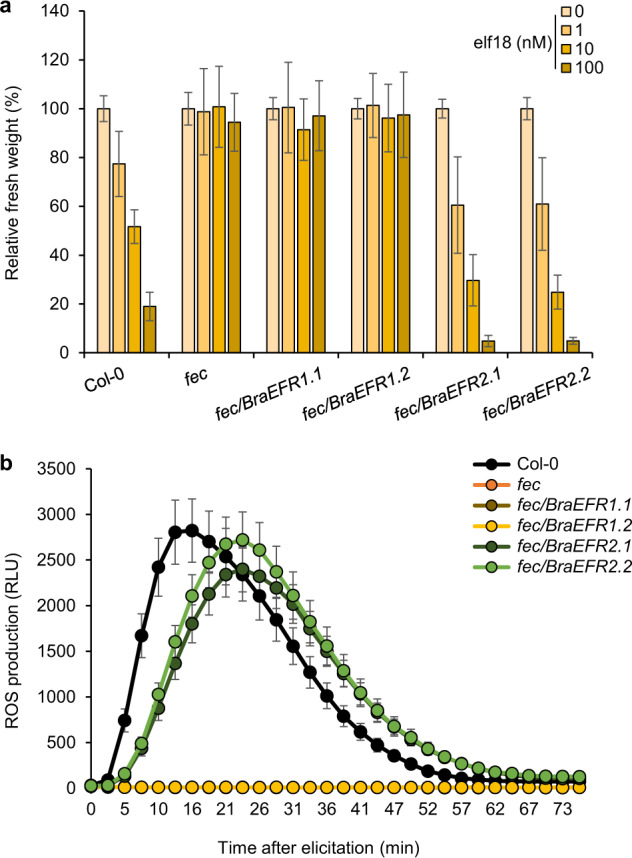
Only one of the two B. rapa EFR orthologs is functional. **a** Seedling growth inhibition in Arabidopsis wild type (Col-0), *fls2 efr cerk1* (*fec*) triple mutant and two independent *fec* transgenic lines expressing either *BraEFR1* (*fec/BraEFR1-1*, *fec/BraEFR1-2*) or *BraEFR2* (*fec/BraEFR2-1*, *fec/BraEFR2-2*). Seedlings were grown in medium supplemented with increasing concentration of elf18 and fresh weight determined after 12 days. Data are presented relative to seedling fresh weight in the medium without elf18 and are mean values +/− standard error from three independent biological repeats (*n* = 18). **b** Kinetic of elf18-elicited ROS production in Col-0, *fec*, *fec/BraEFR1-1*, *fec/BraEFR1-2*, *fec/BraEFR2-1* and *fec/BraEFR2-2*. Leaf discs from soil-grown 5-week-old plants were treated with 50 nM elf18 for 75 min. Data are mean values +/− standard error of relative light unit (RLU) from three independent biological repeats (*n* = 48)

We further assessed the gain of elf18 recognition in *Nicotiana benthamiana* that naturally lacks EFR^7^ by transient expression of AtEFR-, BraEFR1- or BraEFR2-YFP protein fusions. We measured the expression of the MAMP-responsive marker gene *NbCYP71D20*^23^, one hour after flg22 or elf18 treatment (Fig. S4a). *NbCYP71D20* expression was similarly induced in all the samples treated with flg22. Conversely, *NbCYP71D20* induction was only detected in leaf expressing *AtEFR* or *BraEFR2* after elf18 treatment. We could detect the fluorescence signal of both BraEFR1-YFP and BraEFR2-YFP at the periphery of *N. benthamiana* epidermal cells (Fig. S4b).

Altogether, these data indicate that although both alleles of *BraEFR* are expressed and no major difference with AtEFR in terms of protein sequence could be detected, only one isoform of BraEFR is functional *in planta*.

### Characterization of early responses to unrelated MAMPs in *B. rapa*

To survey the range of MAMPs that can be detected in *B. rapa*, we measured ROS production and PTI-associated marker gene expression in the leaves of Norang, a commercial cultivar of *B. rapa*, upon treatment with bacterial and fungal MAMPs (Fig. 2). A significant ROS accumulation was detected within 5 min in Norang leaves treated with elf18, chitin, and flg22 compared to mock-, LPS- or PGN-treated leaves (Fig. 2a). Of note, elf18-triggered ROS production was at least one order of magnitude lower than the response elicited by chitin or flg22. Together with our analysis of the *BraEFR* genes, this suggests that although *B. rapa* possesses a functional receptor for elf18, the amplitude of the elicited response is much weaker than the one triggered by flagellin or chitin perception. Characteristics of ROS production in function of MAMP concentration were further assessed for elf18, chitin and flg22 (Fig. S5). We observed a clear positive correlation between kinetic and amplitude of ROS production and increasing dose of MAMPs, supporting the presence and functionality of PRRs in *B. rapa* leaf tissues.

**Fig. 2:**
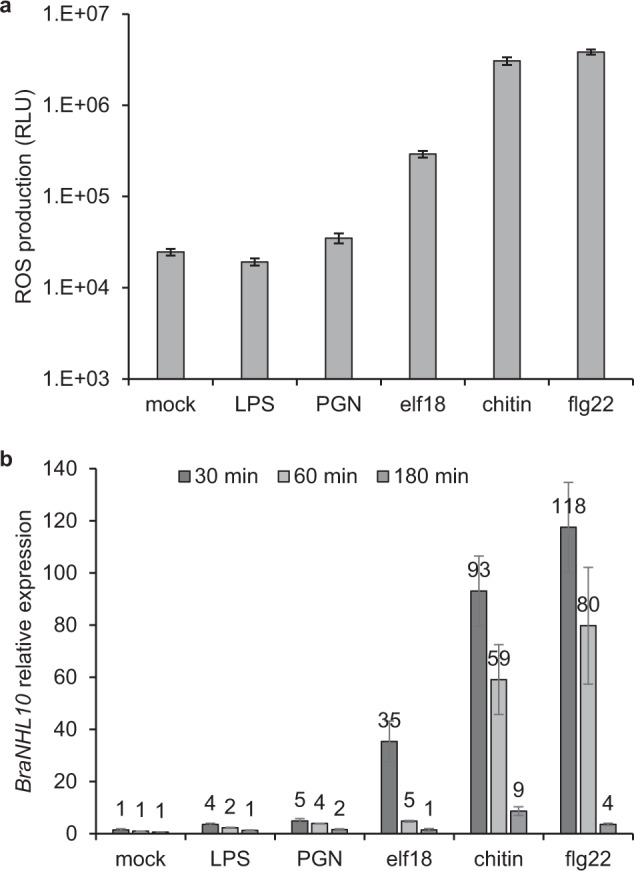
Different MAMPs elicit ROS burst and modulate gene expression in *B. rapa*. Norang leaf discs were treated with water (mock), 50 μg ml^−1^ LPS, 50 μg ml^−1^ PGN, 100 nM elf18, 100 μg ml^−1^ chitin or 100nM flg22. **a** Total ROS production during 75 min measurement. Data are mean values +/− standard error of relative light unit (RLU) from three independent biological repeats (*n* = 48). Note logarithmic scale. **b** *BraNHL10* (*Bra017272*) expression normalized by *BraEF1α* (*Bra006661*) and relative to 60 min mock-treated sample. Data are mean values +/− standard error from three independent biological repeats

Considering that some MAMPs could not elicit detectable ROS production or could trigger slower responses^6,17^, we also tested the induction of PTI-associated marker gene expression in Norang at 30, 60, and 180 min after treatment with different MAMPs (Fig. 2b). We identified *Bra017272* (hereafter *BraNHL10*) as a syntenic homolog of *AtNHL10*, a well-characterized marker gene rapidly regulated by MAMP treatment in Arabidopsis^24^. *BraNHL10* expression was unchanged after 30, 60, and 180 min of mock treatment but significantly upregulated following MAMP elicitation. Interestingly, we noticed a strong gradation in the intensity of *BraNHL10* induction from 4- to 5-fold upon treatment with LPS or PGN to ~30-fold with elf18 and ~100-fold with chitin or flg22 (Fig. 2b). In all cases, *BraNHL10* expression was rapidly upregulated after 30 min and gradually decreasing with prolonged (60 and 180 min) treatment. These results indicate first that *B. rapa* gene expression can rapidly change upon MAMP detection, as observed in the model species *A. thaliana*. Second, LPS and PGN could induce a significant change in gene expression in *B. rapa* although both MAMPs could not elicit a detectable ROS production.

### Transcriptomic reprogramming elicited by flg22 and chitin in *B. rapa*

Having established that chitin and flg22 could elicit the most robust physiological responses in *B. rapa*, we chose these two MAMPs to characterize the early transcriptional response. Leaf discs from Norang seedlings were incubated with water, chitin or flg22 for 30 and 180 min. 

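The deposited data cover 23 RNA-Seq libraries from leaf discs of Norang, a Chinese cabbage cultivar, in 6 conditions. Chitin (100 μg per ml, a fungal cell wall polymer) and flg22 (100 nM, a peptide of bacterial flagellin) have 3 libraries each at 30 and at 180 min, and water has 5 libraries at 30 min and 6 at 180 min. The paper counts 3 replicates per condition. Its Table S1 separates the water libraries into a control set for chitin and one for flg22, with 1 library at 30 min belonging to both. The sample labels do not name the set, so every water library of a time point served as the control here. Each choice of 1 water library per replicate number (4 choices at 30 min and 8 at 180 min) was run as an alternative. Water libraries of the same time and replicate number are told apart here by the number in their titles, as in 2-s13 for replicate 2. The order of these numbers could point to a division into sets, but neither it nor depth was used to assign them. The ranges over the choices therefore include choices other than the paper's. For each library the authors deposited the coverage, FPKM and TPM of 41020 genes, obtained with StringTie from reads mapped to the B. rapa chromosome v1.5 build with HISAT2. No read counts were used here. The ratio of coverage to FPKM is constant within a library and gives the aligned bases behind its values. They ranged from 4.57 to 5.53 gigabases (median 4.97) for water at 30 min and from 4.09 to 4.92 (median 4.71) for water at 180 min. The corresponding ranges were 4.25 to 5.64 (median 4.63) for chitin at 30 min, 4.11 to 5.34 (median 4.48) for flg22 at 30 min, 4.24 to 5.27 (median 4.37) for chitin at 180 min and 4.49 to 5.06 (median 5.02) for flg22 at 180 min. From these files, 24384 genes with an FPKM of at least 1 in at least 3 libraries were tested with limma on log2(FPKM + 1), with all 23 libraries and 6 conditions in 1 model. Fold changes are on that scale, which understates the change of genes with low FPKM. FPKM is relative to the whole library, so a large rise of some genes lowers the values of the others.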

Three biological replicates per treatment and time point were subjected to RNA-Seq. RNA Illumina sequencing yielded on average 58 million reads per sample, of which more than 94% aligned to the *B. rapa* genome^12^ after quality filtering (Tables S1 and S2). 

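With thresholds of at least 2-fold and an unadjusted p under 0.05, 2001 genes rose and 2446 fell after 30 min of chitin, and 2336 rose and 3872 fell after 30 min of flg22. Requiring a Benjamini-Hochberg adjusted p from limma under 0.05 instead left 1990 and 2424 genes for chitin and 2328 and 3832 for flg22. At 30 min the median log2 fold change of all tested genes was -0.46 for chitin and -0.47 for flg22. With the libraries scaled to a common median ratio, an alternative chosen after these medians were seen, the medians were -0.07 and -0.10. The numbers of genes then became 2714 up and 961 down for chitin and 3046 up and 1855 down for flg22. Upregulated genes then made up 73.9% instead of 45.0% of the chitin DEGs and 62.2% instead of 37.6% of the flg22 DEGs. A log2 fold change of at least 2, as written in the Methods, left 1026 up and 222 down for chitin and 1337 up and 582 down for flg22.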

Differentially expressed genes (DEGs) were selected from each treatment and time point according to the significance in fold change expression (*p* < 0.05) and a threshold level of at least twofold-change in comparison with the water-treated controls that were harvested at the same time (Table S3). 

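Of the 4 genes of Fig. S6, Bra010367 (chromosome A08, 13373824 to 13374042, v1.5 build) had an FPKM of 0.678 ± 0.631 (SD, n = 5) in water at 30 min, 825 ± 94.9 (SD, n = 3) in flg22 and 381 ± 151 (SD, n = 3) in chitin. After 180 min it was at 1.36 ± 0.760 (SD, n = 6) in water, 10.0 ± 5.64 (SD, n = 3) in flg22 and 75.0 ± 21.5 (SD, n = 3) in chitin. The difference between chitin and flg22 at that time was 2.87 on the log2 scale (standard error 0.38, adjusted p = 0.000169 from limma with Benjamini-Hochberg adjustment). Bra031321 (A05, 16724079 to 16725332) rose from 1.05 ± 0.143 (SD, n = 5) to 171 ± 67.1 in flg22 and 167 ± 69.0 in chitin (SD, n = 3 each) at 30 min. No difference between the MAMPs was detected at 180 min (log2 difference -0.07, standard error 0.34, adjusted p = 0.928 from limma). Bra020747 (A02, 22780454 to 22783117) fell from 8.52 ± 2.80 (SD, n = 5) to 0.188 ± 0.0870 in flg22 and 0.507 ± 0.294 in chitin (SD, n = 3 each) at 30 min. At 180 min it stood at 10.5 ± 2.70 (SD, n = 6) in water, 14.1 ± 2.58 in flg22 and 7.05 ± 2.67 in chitin (SD, n = 3 each). Neither log2 fold change, 0.42 for flg22 and -0.53 for chitin, passed an adjusted p of 0.05 (0.17 and 0.0732, limma). The fall with chitin passed it without water replicate 1-s7 (-0.63) or chitin replicate 3 (-0.78). The direct difference of chitin from flg22 was -0.95 (standard error 0.28, adjusted p = 0.0327, limma). It was no longer significant in 6 of 15 alternatives, a pseudocount of 0.1 and leaving out chitin replicate 1 (-0.74) or 2 (-0.91) or flg22 replicate 1 (-1.02), 2 (-0.81) or 3 (-1.01). Bra009738 (A06, 17546779 to 17549963) was at 72.3 ± 28.9 (SD, n = 6) in water at 180 min and at 2.56 ± 0.49 in flg22 and 1.32 ± 0.825 in chitin (SD, n = 3 each). In water at 30 min it was at 7.68 ± 6.01 (SD, n = 5). Its log2 fold change with chitin at that time was -1.37 (standard error 0.47, adjusted p = 0.0148 from limma). This lost significance without chitin replicate 3 (-0.97), with only the conditions compared, with the choice of water libraries that gave the highest value (-0.94) and under median-ratio scaling (-1.05). BraEF1α (Bra006661; A03, 4509393 to 4510826), the reference of the qPCR, had a log2 fold change of -0.77 (standard error 0.23, adjusted p = 0.00712 from limma) after 30 min of chitin. Under median-ratio scaling it was -0.30 and no longer past the threshold. With flg22 at 30 min it was -0.43 (standard error 0.23, adjusted p = 0.103, limma), 0.03 under median-ratio scaling, and past the threshold only under the choice of water libraries that gave the lowest value (-0.56). At 180 min neither chitin (-0.01, adjusted p = 0.978) nor flg22 (0.28, adjusted p = 0.332, limma) gave a change past the threshold, except with flg22 under the choice of water libraries that gave the highest value (0.61).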

To confirm the analysis was performed correctly, we tested the expression of randomly selected DEGs by quantitative RT-PCR in other sets of biological samples and observed a high correlation between the results of the two quantification methods (Fig. S6).

Both MAMPs elicited a substantial transcriptional reprogramming in Norang leaf, with a significant overlap at 30 min, comprising 2482 and 1331 genes commonly up- and downregulated respectively by flg22 and chitin (Fig. 3a). 

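At 30 min, 1893 genes rose and 2011 fell with both MAMPs. These are 94.6% of the genes raised and 82.2% of those lowered by chitin, and 81.0% and 51.9% of those raised and lowered by flg22. No gene was changed in opposite directions by the 2 MAMPs. The log2 fold changes of chitin and flg22 correlated across the tested genes with r = 0.93, genes not being independent replicates. Both comparisons use the same water libraries, and simulated unchanged groups against those libraries gave a correlation of 0.38 and 4.1 common genes in each direction. Median-ratio scaling moved the common numbers to 2504 up and 828 down. Among genes in which every treated library lay beyond every water library, the largest common fall was in Bra024750 (A09, 24299524 to 24301114), from an FPKM of 125 ± 22.7 (SD, n = 5) in water to 8.95 ± 0.674 in chitin and 2.56 ± 1.08 in flg22 (SD, n = 3 each). Its log2 fold changes were -3.64 (standard error 0.25, adjusted p = 2.03e-10) and -5.17 (standard error 0.25, adjusted p = 6.78e-13; both from limma with Benjamini-Hochberg adjustment). By the mean fitted change over both MAMPs, the highest-ranked common rise was that of Bra017264 (A04, 15783285 to 15785044), which is listed at 0 in all 11 water libraries and between 493.5 and 537.1 FPKM in the flg22 and between 312.8 and 350.1 in the chitin libraries at 30 min. In chitin at 180 min this gene is listed at 0 in 1 library and at 38.2 and 46.0 FPKM in the others, so its zeros can be failed estimates and no fold is given. Its rank rests on these zeros, and with flg22 alone the fitted rise of Bra010367 was larger.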

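After 180 min, 2232 genes rose and 3337 fell with chitin, 5569 in all, and 1629 rose and 2215 fell with flg22, 3844 in all. With an adjusted p under 0.05 the numbers were 2220 and 3310 for chitin and 1592 and 2186 for flg22. Under median-ratio scaling the totals were 5329 for chitin and 3757 for flg22. Chitin gave the larger total under all 8 choices of 1 water library per replicate number at 180 min, where each MAMP was set against its own choice. The ratio of the totals ran from 1.01 to 2.13 over these choices. At 30 min all 4 choices gave fewer DEGs for chitin than for flg22, with ratios from 0.70 to 0.82. Each choice at one time was fitted with every choice at the other. In the direct test of chitin against flg22, 730 genes were higher and 765 lower with chitin at 180 min (533 and 565 at an adjusted p under 0.05 from limma), against 451 and 403 at 30 min (65 and 144). The balance of chitin against flg22 at 180 min depends on the scale, with 862 higher and 544 lower under median-ratio scaling and 646 and 918 on TPM. The numbers at 30 min were 174 and 190 without chitin replicate 3 and 946 and 718 without chitin replicate 1. The number higher was 724 without flg22 replicate 1 and 285 without flg22 replicate 2. Table S1 gives each MAMP its own water set, which the direct test ignores, so its counts may not be due to the MAMP alone. The difference of responses, each MAMP against its own choice of water libraries, was tested at 2-fold and an adjusted p under 0.05 (limma). Depending on the choice, it kept 25 to 726 genes higher and 18 to 1070 lower with chitin at 180 min. At 30 min it kept 7 to 1203 higher and 17 to 1304 lower.

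**Figure D1:**
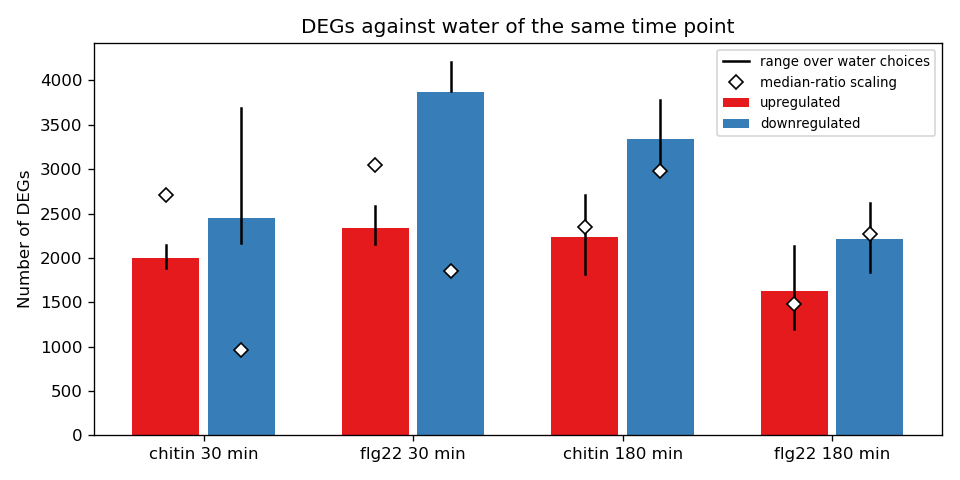
Number of DEGs (vertical axis) for each MAMP and time point against all water libraries of that time point, upregulated in red and downregulated in blue. Black lines span the lowest and highest number over the choices of 1 water library per replicate number, and white diamonds give the number after median-ratio scaling; for downregulated genes at 30 min the diamonds stand at 961 (chitin) and 1855 (flg22), below the bars at 2446 and 3872.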

Interestingly, after 3 h of treatment, the extent of the transcriptional change was higher in chitin-treated leaves (2664 and 3690 up- and downregulated genes, respectively) compared to that in flg22-treated leaves (1298 and 2510 up- and downregulated genes, respectively). This prompted us to identify genes that were uniquely regulated in each condition. As shown in Fig. 3b, there are relatively few genes uniquely regulated by either MAMP at 30 min, with the exception of 611 downregulated genes in flg22-treated samples. Conversely, 625 up- and 1114 downregulated genes were uniquely detected in the leaves treated with chitin for 3 h.

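Genes that were DEGs in 1 condition and in neither direction in the other 3 numbered 65 up and 298 down for chitin at 30 min and 258 up and 1093 down for flg22 at 30 min. Of the 1093 genes unique to flg22 and lowered, 97.8% were also lower with chitin than with water at 30 min. Of all tested genes 78.8% were lower with chitin. In simulated unchanged groups that share the water libraries, 80.3% of genes called with chitin and not with flg22 had the same sign. Those are false calls, so that share is not the one expected where 1 MAMP alone truly changes a gene. The median log2 fold change of the 1093 genes was -0.80 with chitin and -1.16 with flg22. Of them, 101 (9.24%) also passed the thresholds in the direct test of the MAMPs. For chitin at 30 min, 4 of the 65 and 6 of the 298 passed it. At an adjusted p under 0.05 (limma) with no fold threshold, 46 of the 1093 were lower with flg22 than with chitin, and 2 of the 65 and 0 of the 298 differed in the direction of their change. Median-ratio scaling gave 671 genes lowered by flg22 alone and 84 lowered by chitin alone. The number lowered by chitin alone was 463 without chitin replicate 1, 540 without chitin replicate 2, and 480 and 499 without the water libraries 2-s13 and 3-s21. It was 90 and 1513 at the lowest and highest over the choices of water libraries. The number raised by chitin alone was 105 without chitin replicate 2.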

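For chitin at 180 min the same count gave 362 genes up and 866 down, and for flg22 at 180 min 270 up and 387 down. Of the genes unique to chitin, 93.9% of those up and 95.8% of those down moved in the same direction with flg22. Their median log2 fold changes were 0.69 and -0.68 with flg22, against 1.23 and -1.20 with chitin. In simulated unchanged groups that share the water libraries, 80.2% of genes called with chitin and not with flg22 had the same sign. Those are false calls, so that share is not the one expected where chitin alone truly changes a gene. The direct test of chitin against flg22 was passed by 70 of the 362 and 135 of the 866 genes at 2-fold and an unadjusted p under 0.05. At an adjusted p under 0.05 (limma) with no fold threshold, 115 of the 362 were higher and 331 of the 866 lower with chitin than with flg22. The number of unique upregulated genes ran from 204 to 829 over the choices of water libraries. Genes lowered by flg22 alone numbered 591 without chitin 180 min replicate 1 and 244 without chitin 180 min replicate 3. Among unique genes in which every chitin library lay beyond every water library, the largest rise was in Bra037094 (A05, 9393292 to 9394239), at 32.5 ± 9.38 FPKM (SD, n = 3) in chitin, 4.02 ± 1.38 (SD, n = 6) in water and 7.13 ± 2.13 (SD, n = 3) in flg22. Its log2 fold change with chitin was 2.75 (standard error 0.29, adjusted p = 2.31e-07), and the direct difference from flg22 was 2.04 (standard error 0.33, adjusted p = 0.000795; both from limma with Benjamini-Hochberg adjustment). With flg22 it was 0.71 (standard error 0.29, adjusted p = 0.055, limma). This passed an adjusted p of 0.05 in 6 of 18 alternatives. They are the replicate block, TPM, the choice of water libraries that gave the highest value (1.03), and leaving out flg22 replicate 3 (0.94) or water replicate 1-s7 (0.79) or 3-s19 (0.80). The largest fall was in Bra002189 (A10, 11056975 to 11060035), at 0.695 ± 0.450 FPKM (SD, n = 3) in chitin and 40.4 ± 3.27 (SD, n = 3) in flg22. Its log2 fold change with chitin was -4.58 (standard error 0.97, adjusted p = 0.000476 from limma). The water libraries of this gene lay between 3.32 and 180.4 FPKM. Its log2 fold change with flg22, 0.06, ran from -1.62 to 1.74 over the choices of water libraries. At -1.62 the fall with flg22 passed an adjusted p of 0.05 (limma), so under that choice the gene was not unique to chitin. The paper's own value with flg22 at 180 min is also a fall past 2-fold.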

**Fig. 3:**
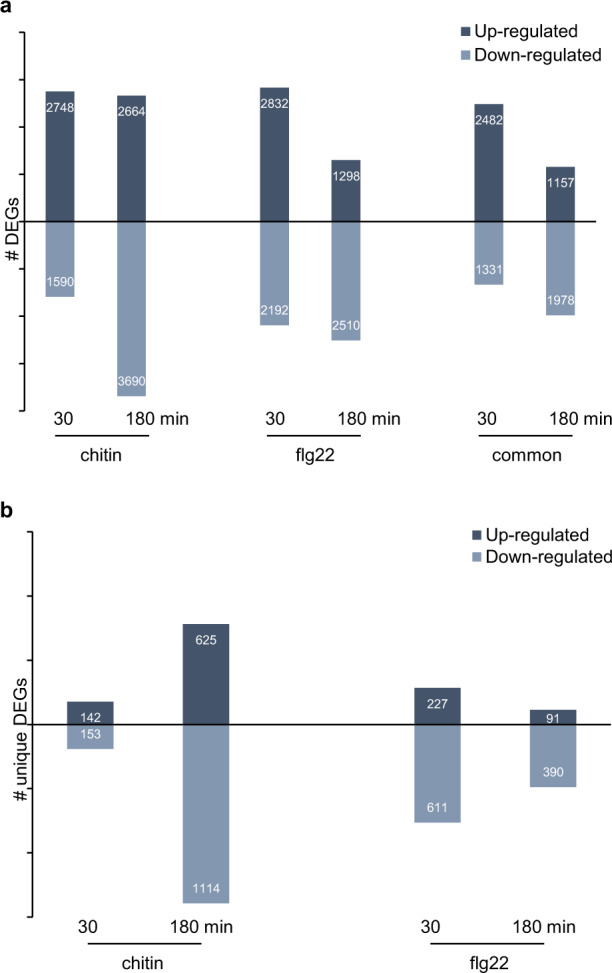
Overview of the transcriptional reprograming triggered by flg22 or chitin in *B. rapa*. Number of differentially expressed genes (DEGs; |fc| > 2 and *p* < 0.05) in chitin- and flg22-treated samples compared to corresponding water-treated samples after 30 and 180 min. **a** Total number of DEGs in each condition. Common represents DEGs detected in both chitin- and flg22-treated samples. **b** Number of DEGs uniquely detected in one condition (MAMP/time)

To identify the major biological processes which are regulated by chitin and flg22, we subjected the set of common DEGs to Gene Ontology enrichment analysis (Fig. 4). The DEGs rapidly upregulated are predominantly related to stress response and signal transduction (protein phosphorylation/dephosphorylation, protein ubiquitination, calcium ion transmembrane transport, transmembrane receptor, and G-protein signaling pathways). On the other hand, genes involved in the regulation of growth and auxin-activated signaling were over-represented in the set of common DEGs rapidly downregulated, suggesting that MAMP perception not only sets the defense response in motion but might also lead to a rapid shift in the allocation of resources from growth processes. After 3 h of treatment, the upregulated DEGs were mostly associated with hormones and defense compounds biosynthesis (chorismate, cinnamic acid, sulfur compound biosynthesis, and L-phenylalanine metabolism). Conversely, several processes related to the primary metabolism were over-represented in the DEGs that were commonly downregulated by both MAMPs (starch, chlorophyll, lipid biosynthesis, and light reaction of the photosynthesis), highlighting further the likely shift in resources allocation initiated soon after MAMP perception.

**Fig. 4:**
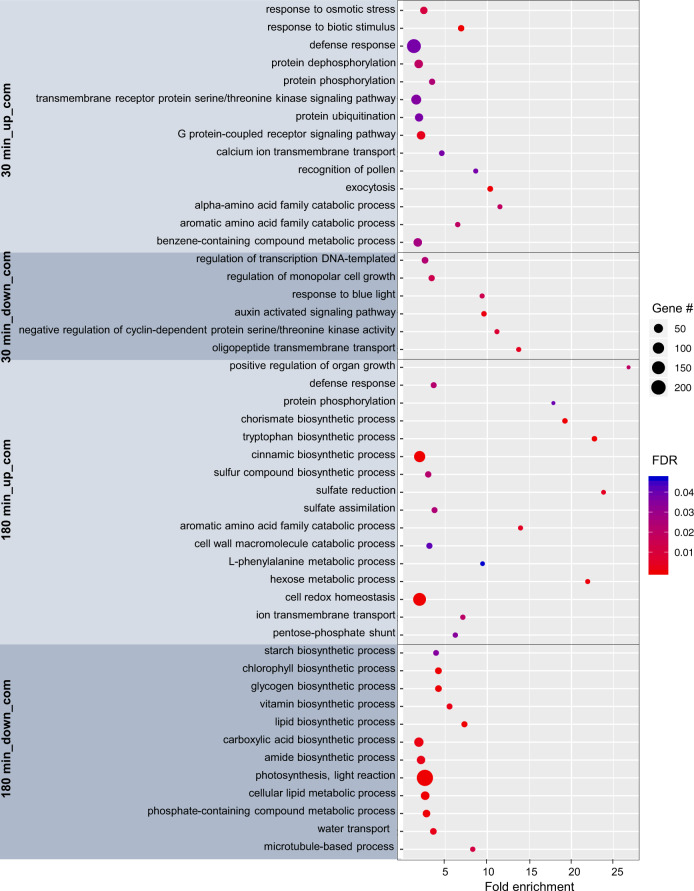
Biological functions over-represented in the DEGs commonly (com) regulated by flg22 and chitin in *B. rapa*. Gene Ontology (GO) over-representation analysis was carried out using PANTHER classification system (pantherdb.org). Dot size is proportional to the number of DEGs detected for each GO category. Dot color indicates false discovery rate (FDR)

Glucosinolates are Brassicaceae-specific defense secondary metabolites contributing mainly to the response to herbivory but also to innate immunity and in particular to callose deposition at the plant-pathogen contact surface^25,26^. Out of the 102 glucosinolate biosynthesis genes reported in *B. rapa* genome^27^, 36 were differentially expressed in our dataset. Hierarchical clustering of these DEGs revealed that expression of *B. rapa* homologs of *MYB51*, *CYP79B2*, *ST5,* and *SUR1* was rapidly induced by both MAMPs, indicating the activation of the indole-glucosinolate synthesis pathway (Fig. 5). Interestingly, specific copies of glucosinolate synthesis genes were uniquely differentially expressed in the 3 h chitin sample (APK2 *Bra017872*, CYP79B3 *Bra030246*, UGT74B1 *Bra024634*), suggesting that different compounds or their specific accumulation could be regulated by chitin perception (Fig. 5).

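Of the 3 genes named, Bra017872 (A03, 31218969 to 31220359) was at 16.1 ± 7.48 FPKM (SD, n = 6) in water, 22.1 ± 5.80 (SD, n = 3) in flg22 and 89.2 ± 28.9 (SD, n = 3) in chitin at 180 min. Its log2 fold change was 2.48 (standard error 0.35, adjusted p = 6.77e-06) with chitin and 0.55 (standard error 0.35, adjusted p = 0.226) with flg22, and the MAMPs differed by 1.94 (standard error 0.41, adjusted p = 0.00438; all from limma with Benjamini-Hochberg adjustment). The change with flg22 reached 1.05 and passed an adjusted p of 0.05 under the choice of water libraries that gave the highest value, and in no other of its 18 alternatives. Bra030246 (A04, 10022729 to 10024935) was at 22.3 ± 9.80 (SD, n = 6), 18.8 ± 5.13 (SD, n = 3) and 75.4 ± 3.68 (SD, n = 3) FPKM in water, flg22 and chitin at 180 min, and chitin exceeded flg22 by 1.98 on the log2 scale (standard error 0.38, adjusted p = 0.00232, limma). At 30 min the same gene fell with both MAMPs, with a log2 fold change of -1.5 for chitin and -1.56 for flg22, or -1.08 and -1.15 under median-ratio scaling. Bra024634 (A09, 25123658 to 25125223) was at 73.6 ± 37.1 (SD, n = 6) in water, 152 ± 18.7 (SD, n = 3) in flg22 and 281 ± 55.9 (SD, n = 3) in chitin. It rose with chitin by 2.07 (standard error 0.34, adjusted p = 3.8e-05) and with flg22 by 1.20 (standard error 0.34, adjusted p = 0.00786), and the difference between the MAMPs, 0.87 (standard error 0.39), had an adjusted p of 0.152 (limma). That difference passed an adjusted p of 0.05 with only the conditions compared and with averaged water libraries, and in no other of its 15 alternatives. The rise with flg22 lost significance under the choice of water libraries that gave its lowest value, 0.69. From these specific copies, the paper proposes that chitin perception could regulate different compounds or their accumulation.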

**Fig. 5:**
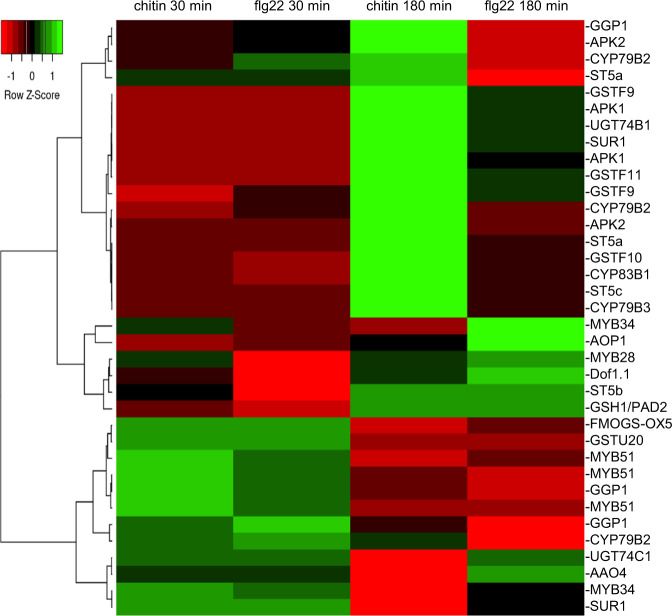
Hierarchical clustering of glucosinolate biosynthesis genes regulated by flg22 and chitin in *B. rapa*. The full list of glucosinolate genes was retrieved from the Brassica database (brassicadb.org/brad/glucoGene.php)

Our data also indicated that components involved in response to stress (endochitinase, lignin synthesis, heat-shock proteins) or methylation and transmembrane transport were uniquely up- and downregulated, respectively, after 3 h chitin treatment (Fig. S7a). We confirmed by qRT-PCR in other sets of biological samples that S-adenosylmethionine synthase 3 (*Bra017219*), UDP-glycosyltransferase (*Bra024634*) or endochitinase (*Bra000310*) were uniquely upregulated by the chitin treatment (Fig. S7b), further supporting a specific or at least prolonged transcriptional response elicited by chitin compared to that elicited by flg22.

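In the RNA-Seq libraries, Bra000310 (A03, 10496406 to 10497525) was at 24.9 ± 8.75 FPKM (SD, n = 6) in water, 37.2 ± 5.32 (SD, n = 3) in flg22 and 128 ± 18.5 (SD, n = 3) in chitin at 180 min. Its log2 fold change with chitin was 2.36 (standard error 0.23, adjusted p = 8.27e-08), and chitin exceeded flg22 by 1.75 (standard error 0.26, adjusted p = 0.000439; both from limma with Benjamini-Hochberg adjustment). With flg22 it was 0.61 (standard error 0.23, adjusted p = 0.0358), and it was no longer significant in 9 of 18 alternatives. These include leaving out any of the 3 flg22 libraries or any of the water libraries 1-s3, 2-s15 and 3-s19, and median-ratio scaling. Bra017219 (A04, 16058827 to 16059999) was at 26.8 ± 11.6 (SD, n = 6) in water, 65.9 ± 8.66 (SD, n = 3) in flg22 and 159 ± 63.1 (SD, n = 3) in chitin, where replicate 3 stood at 86.5 and the highest library at 198.3. It rose with chitin by 2.56 (standard error 0.41, adjusted p = 2.58e-05) and also with flg22 by 1.39 (standard error 0.41, adjusted p = 0.00967), and the difference of 1.18 between the MAMPs had a standard error of 0.47 and an adjusted p of 0.106 (limma). That difference passed an adjusted p of 0.05 without chitin replicate 3 (1.57), with only the conditions compared and with averaged water libraries. The rise with flg22 lost significance under the choice of water libraries that gave its lowest value (0.88). At 30 min neither gene changed past an adjusted p of 0.05 with chitin (0.21 and -0.17) or flg22 (0.13 and -0.04), except Bra000310 with chitin under median-ratio scaling (0.67).

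**Figure D2:**
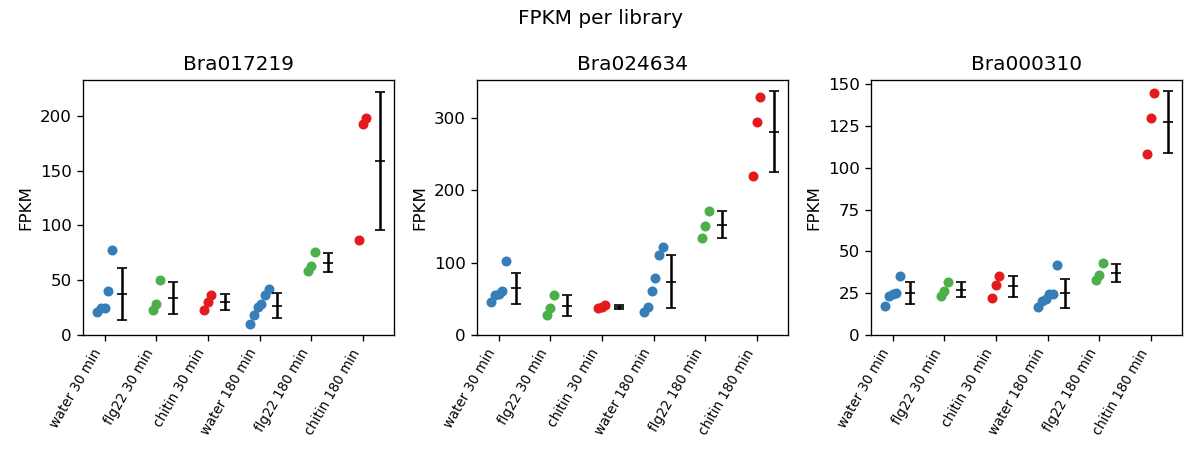
FPKM (vertical axis, linear) of Bra017219, Bra024634 and Bra000310 in each library (points) by condition (horizontal axis), with water in blue, flg22 in green and chitin in red; the black bars give the mean and SD. The chitin libraries at 180 min of Bra000310 lie between 108.1 and 144.8, above every flg22 library (32.7 to 43.1).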

### Induction of PTI in *B. rapa* effectively restricts pathogen growth

Three unrelated MAMPs, elf18, chitin, and flg22 elicited fast physiological and transcriptional responses in *B. rapa*. The final outcome of PTI is an effective restriction of pathogen growth, as demonstrated in Arabidopsis or tomato^4,28^. To determine whether MAMP perception in *B. rapa* could protect plants from infection, we measured the growth of the bacterial pathogen *Xanthomonas campestris campestris* (hereafter *Xcc*), the causal agent of black rot disease in Brassica crops, in leaves pre-treated for 24 h with elf18, chitin or flg22 (Fig. 6a). Although *Xcc* is a vascular pathogen, it can grow significantly in the mesophyll when infiltrated into *B. rapa* leaves^29^. In our conditions, *Xcc* grew over 30-fold within two days in leaves pre-treated with water (mock, Fig. 6a). However, compared to mock pre-treated leaves, leaves pre-treated with MAMPs contained between 2 (elf18, chitin) to 8 (flg22) times less *Xcc* colony-forming units. Furthermore, the chlorosis visible at 6 dpi in mock-treated *Xcc* inoculated leaves was less pronounced in the MAMP-pretreated leaves (Fig. 6b). In an attempt to quantify this chlorosis, we calculated the PSII quantum yield ratio between *Xcc* inoculated and non-inoculated leaf areas. This ratio was close to 1 in the elf18-, chitin- and flg22-pretreated leaves but significantly lower in the mock-pretreated leaves, in accordance with the marked symptoms development (Fig. 6c). These experiments demonstrate that the perception of any of the 3 MAMPs tested could effectively restricts the growth of a virulent pathogen in *B. rapa* leaf.

**Fig. 6:**
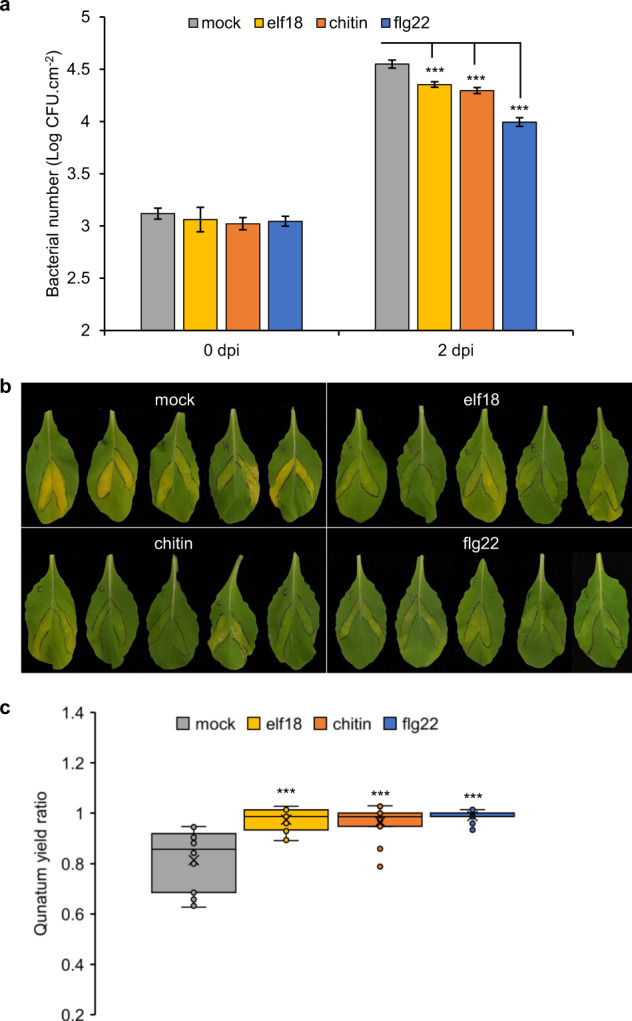
MAMP pre-treatment restricts *Xanthomonas campestris campestris* (*Xcc*) growth in *B. rapa*. Norang seedlings pre-treated for 24 h with water (mock), 100 nM elf18, 100 μg ml^−1^ chitin or 100 nM flg22 were inoculated with *Xcc* suspension. **a** Bacterial enumeration 3 h (0) or 2 days post-inoculation (dpi). Data are log10 of mean number of colony-forming unit (CFU) +/− standard error from three independent biological repeats (*n* = 30). Asterisks indicate statistical significance of difference with mock-treated samples (Student’s *t*-test, *p* < 0.001). **b** Disease symptoms at 6 dpi. Infiltrated areas are circled in black. Photographs are representative of three independent biological repeats. **c** Quantifi**c**ation of disease symptoms at 6 dpi. Data are the quantum yield ratio between inoculated and non-inoculated leaf areas in three independent biological repeats (*n* = 15). Asterisks indicate statistical significance of difference with mock-treated samples (Student’s *t*-test, *p* < 0.001)

Altogether these results highlight the robustness of the PTI in *B. rapa*, despite notable differences in the amplitude of physiological and transcriptional changes elicited by different MAMPs.

## Discussion

Syntenic homologs of Arabidopsis characterized PRRs are present in *B. rapa* genome and expressed in vegetative organs. The high degree of conservation is indicative of the critical role of these receptors for *B. rapa* defense against pathogens. Syntenic homolog of RECEPTOR OF EMAX and RECEPTOR-LIKE PROTEIN 30, required for the recognition of the elusive MAMPs from *Xanthomonas* eMAX and from *Sclerotinia* SCLEROTINIA CULTURE FILTRATE ELICITOR 1 respectively, were also detected in *B. rapa* genome although their activity could not be tested, as these ligands are not easily accessible^30,31^. Nonetheless, the rapid production of ROS and the transient up-regulation of *BraNLH10* in Norang seedlings treated with LPS, PGN, elf18, chitin and flg22 indicate that functional PRRs could detect different MAMPs in *B. rapa* leaf.

The Ef-Tu receptor gene *AtEFR* has two syntenic homologs in *B. rapa* genome. *BraEFR1* and *BraEFR2* are both expressed albeit to significantly lower levels compared to *BraFLS2* in vegetative tissues^19^. Both genes encode the conserved receptor domains (21 LRRs, transmembrane, and kinase domains). Both proteins harbor the residues found to be essential for EFR function including D849 essential for EFR kinase activity^32^ and Y836 required for EFR signaling through tyrosine phosphorylation^33^. BraEFR1 and BraEFR2 could accumulate at the cell periphery when transiently expressed in *N. benthamiana*, yet only BraEFR2 conferred gain of elf18 perception in Arabidopsis *fls2 efr cerk1* mutant or in *N. benthamiana* tissue as measured by seedling growth inhibition, ROS production and marker gene expression. Although the cytoplasmic domain of BraEFR2 shows no auto-phosphorylation activity in vitro^34^, we showed that this receptor could function *in planta*. Considering this, we hypothesize that the difference between BraEFR1 and BraEFR2 might reside in their ability to bind ligand. In Arabidopsis, EFR LRR 1 to 5 and 19 to 21 were found to be critical for elf18 binding through an elegant study of chimeric receptors^35^. A similar approach with chimera of BraEFR1 and BraEFR2 could therefore bring new insights into the biochemical requirement of elf18 binding for the receptor activation and clarify whether *BraEFR1* is undergoing pseudogenization or, less likely, is maintained because it confers a new recognition.

The amplitude of ROS production and *BraNHL10* up-regulation triggered by elf18 treatment in *B. rapa* was noticeably lower than that triggered by flg22 treatment despite similarities of the receptor characteristics and function. This difference, also often observed in Arabidopsis, could stem from the more recent acquisition of EFR in the Brassicaceae family compared to FLS2^36^. This could explain EFR higher dependency on glycosylation for proper folding and targeting, or a putative weaker ability to recruit downstream signaling components. Alternatively, the lower amplitude of the physiological responses triggered by EFR activation could be attributed to transcriptional regulation of the receptor accumulation as BraEFR2 is 5 to 50 times less expressed than BraFLS2 or BraLYK5 in the vegetative tissues.

We also observed only modest change in *BraNHL10* gene expression after 30 min to 3 h treatment with LPS or PGN. Since LPS treatment for 24 h and PGN treatment for 6 h regulate the expression of 2139 and 750 genes, respectively in Arabidopsis^17,37^, our data indicate the conservation of the perception pathway for these MAMPs, although longer exposure might be required to measure the full extent of transcriptional changes. Alternatively, we cannot exclude that absence or low amplitude response observed in our study could result from the poor solubility of PGN or the aggregation of LPS into micelles^38^.

The analysis of *B. rapa* transcriptome at early (30 min) and later (3 h) time following chitin and flg22 treatment revealed the massive extent of transcriptional reprogramming elicited by MAMP perception in *B. rapa*, similar to the magnitude of the transcriptional response observed in the closely related species Arabidopsis^4,39^ and *B. napus*^40^. Overlapping and conserved sets of genes involved in stress perception and signal transduction were rapidly upregulated, before the onset of induction of genes involved in defense hormones and antimicrobial compounds synthesis. Conversely, genes commonly downregulated by flg22 and chitin are associated with growth, photosynthesis and primary metabolism regulation. This response is conserved with Arabidopsis and suggests the re-allocation of the plant resources from growth toward the defense responses, in part mediated by repression of auxin-regulated signaling pathways^41,42^.

Intriguingly, we observed stronger, prolonged or specific transcriptional changes in *B. rapa* in response to chitin compared to flg22. This is in stark contrast with Arabidopsis transcriptional responses, as the number of DEGs in response to flg22 treatment in Arabidopsis seedlings, leaves or roots is consistently higher than the number of chitin-responsive genes^39,43^. This is unlikely to be due to our experimental set up, in particular the exposure of the leaf tissue to the flg22 peptide, as we demonstrated that in the same conditions, the flg22 treatment rapidly elicits the production of ROS and efficiently restricts pathogen growth. Hence, our results suggest that chitin perception is differentially regulated in *B. rapa* compared to Arabidopsis and leads to specific responses (e.g., synthesis of different indole-glucosinolate compounds) relevant to anti-fungal defenses. Alternatively, the diverse pathways for negative feedback on the flg22-triggered signaling, such as the ubiquitination and endocytosis of activated FLS2, might rapidly limit the extent of the transcriptional reprograming elicited by flg22 perception in *B. rapa*^44^.

In a recent study, a putative MAMP prepared from yeast cell wall extract was shown to protect *B. rapa* (var *chinensis*) from infection by the bacterial pathogen *Pseudomonas cannabina*^45^. Despite variations in the amplitude of the MAMP-elicited responses or the number and nature of the DEGs observed in our study, we could similarly show that the perception of 3 unrelated MAMPs activated immunity in *B. rapa* and lead to the restriction of pathogen growth. Collectively, these results highlight the pivotal role of PTI for plant defense and further raise the importance of PRRs as target for marker-assisted breeding of disease-resistant vegetable crops.

## Materials and methods

### Plant materials

Norang is a *B. rapa* subsp *pekinensis* commercial cultivar provided by FarmHannong (Korea). Arabidopsis *fls2 efr cerk1* triple mutant is described by Gimenez-Ibanez et al.^21^. Seeds were sown on wet paper towel and kept in high humidity for three days until germinated. Seedlings were then transplanted in soil mixture and grown at 21 °C in short-day conditions (10-h light/14-h dark) in a controlled-environment chamber. *N. benthamiana* were grown at 24 °C in long-day conditions (16-h light/8-h dark) in a controlled-environment chamber.

### Chemicals

The peptides flg22 (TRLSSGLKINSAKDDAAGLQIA) and elf18 (ac-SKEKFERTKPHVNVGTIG) were synthesized by Peptron (Korea). Lipopolysaccharides (from *Pseudomonas aeruginosa* 10), peptidoglycan (from *Bacillus subtilis*) and chitin (from shrimp shell) were purchased from Sigma. All the MAMPs were diluted in ultrapure water and stored at −20 °C before use.

### Molecular constructs

*AtEFR* (At5g20480), *BraEFR1* (Bra006560) and *BraEFR2* (Bra002305) Golden Gate compatible modules were amplified from Arabidopsis Col-0 or *B. rapa* Norang cDNA with flanking *Bsa*I recognition sites at the 5′ and 3′ end (primers listed in Table S4). The sequenced modules were assembled with C-terminal YFP under the control of the CaMV 35S promoter in pICH86988 binary vector (gift from Sylvestre Marillonnet, Addgene #1000000044). The conformity of the assemblies was assessed by restriction analysis, before mobilization into Agrobacterium.

### Agrobacterium-mediated stable transformation of *Arabidopsis thaliana*

*A. thaliana fls2 efr cerk1* plants were transformed using the floral dip method described by Clough and Bent^46^ with *Agrobacterium tumefaciens* AGL1 carrying BraEFR1 or BraEFR2 constructs in pICH86988. Transgenic plants were selected on medium containing 50 μg ml^−1^ kanamycin and two independent homozygous T3 lines with similar level of transgene expression were selected for each construct.

### Agrobacterium-mediated transient expression assays

Agrobacterium-mediated transient transformation of *N. benthamiana* leaf was carried out as described previously^47^. *A. tumefaciens* AGL1 cells were grown on Luria-Bertani (LB) medium with selective antibiotics, centrifuged and resuspended in infiltration medium (10 mM MgCl_2_ and 10 mM MES-KOH, pH = 5.6) to reach OD_600 nm_ = 0.4. The suspensions were infiltrated into fully expanded leaves of 5-week-old *N. benthamiana* plants using a blunt end syringe.

### Seedling growth inhibition

Seedling growth inhibition by elf18 peptide was carried out as described by Schwessinger et al.^32^. Arabidopsis seeds were surface sterilized and allow to germinate on MS medium for 5 days. Seedlings were then transferred into liquid medium containing increasing concentration of elf18 and kept in the controlled-environment chamber (16-h light/8-h dark) for 7 more days before fresh weight determination using a precision scale.

### ROS production

Luminol-based measurement of ROS production was carried out as described by Sang and Macho^48^. Leaf discs (20 mm^2^) of *B. rapa* or Arabidopsis were collected using a biopsy punch and floated on 150 μl of deionized water overnight. The water was replaced with 100 μl of assay solution containing 100 μM luminol (Sigma), 2 μg of horseradish peroxidase, and the tested MAMPs. Luminescence was measured in a relative light unit (RLU) for 75 min using a GloMax 96 microplate luminometer (Promega).

### Subcellular localization of EFR-YFP proteins

*N. benthamiana* leaf tissues were harvested 2 days after Agrobacterium infiltration and observed by confocal microscopy. Images were obtained with a confocal laser scanning microscope (+Super-resolution) SP8X (Leica) using 40× water immersion objective and 514 nm laser for YFP excitation.

### Gene expression by qRT-PCR

Norang or *N. benthamiana* leaf discs (100 mm^2^) were floated overnight on deionized water then treated with different MAMP solutions (50 μg ml^−1^ LPS, 50 μg ml^−1^ PGN, 100 nM elf18, 100 μg ml^−1^ chitin or 100 nM flg22) or water for 30, 60, and 180 min. Total RNA was extracted using Accuzol (Bioneer, Korea) according to the manufacturer’s instructions. RNAs were treated with DNAse I to remove residual genomic DNA and 1 μg total RNA was used for cDNA synthesis with the Maxima first-strand cDNA synthesis kit (Thermofisher). For quantitative RT-PCR, cDNA template was combined with GoTaq qPCR master mix (Promega) and PCRs were performed in triplicate with a LightCycler480 system (Roche) with the primers listed in Table S4.

### RNA-Seq library preparation, sequencing and determination of differentially expressed genes

Three independent biological replicates of 15 Norang leaf discs (100 mm^2^) treated with water, 100 μg ml^−1^ chitin or 100 nM flg22 for 30 and 180 min were generated. Total RNA was extracted using Accuzol (Bioneer, Korea) and treated with DNAse I. RNA samples were quantified and the purity assessed by Agilent chromatography. Libraries of mRNA were constructed from 1 μg total RNA using TruSeq Stranded mRNA LT Sample Prep kit and sequenced using Illumina NovaSeq 6000 sequencing system by Macrogen (Korea). Low quality reads were trimmed using Trimmomatic. The trimmed reads were mapped to *B. rapa* reference genome (Bra chromosomev1.5; brassicadb.org/brad/datasets/pub/BrassicaceaeGenome/Brassica_rapa/V1.0/Bra_Chromosome_V1.5/) using HISAT2. Read count and FPKM were obtained from transcript assembly using StringTie. Differentially expressed genes were called using DESeq2 with log2 fold-change threshold of 2 and nbinomWald Test raw *p*-value < 0.05. Hierarchical clustering of glucosinolate biosynthesis genes was performed using Pearson distance and average linkage in Heatmapper^49^. The transcriptomic data can be found in the Gene Expression Omnibus repository under the accession number GSE150746.

### *Xanthomonas campestris campestris* infection and bacterial growth

The first fully expanded leaves of *B. rapa* Norang 3-week-old seedlings were infiltrated with water, 100 nM elf18, 100 μg ml^−1^ chitin or 100 nM flg22. After 24 h, the same leaves were infiltrated with a 10^5^ CFU ml^−1^ suspension (in 10 mM MgCl_2_) of *Xanthomonas campestris campestris* 8004. Leaf discs (100 mm^2^) were harvested at 3 h and 48 h post-inoculation and ground in 10 mM MgCl_2_. Serial dilutions of the extract were plated on LB medium supplemented with 50 μg ml^−1^ rifampicin and incubated at 28 °C for 48 h before bacterial enumeration. Plants were kept in the controlled-environment chamber (10-h light/14-h dark) up to 6 days after infection to photograph disease symptoms. Quantum yield (Fv/Fm) was determined in a closed FluorCam (Photon System Instruments) following the manufacturer’s instructions.

## Supplementary information

Supplementary information

Supplementary table S3

# Supplementary material for: Perception of unrelated microbe-associated molecular patterns triggers conserved yet variable physiological and transcriptional changes in Brassica rapa ssp. pekinensis
**Source:** Hortic Res. 2020 Nov 1;7:186. doi: 10.1038/s41438-020-00410-0

**Perception of unrelated microbe-associated molecular patterns triggers conserved yet variable physiological and transcriptional changes in *Brassica rapa* spp. *pekinensis*.**

Wanhui Kim^1,2^, Maxim Prokchorchik^3^, Yonghua Tian^1,2^, Seulgi Kim^1^, Hyelim Jeon^1,2^ and Cécile Segonzac^1,2,*^

**Supplementary Information**

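The number of mapped reads sets the precision of each FPKM value. For the 12 chitin and flg22 libraries and the 1 water library of replicate 1 at 30 min, the aligned bases recovered from the deposited coverage and FPKM were 87.5 to 89.0 per mapped read of Table S1. The other water libraries were not compared, since the labels do not say which of the sets of Table S1 they belong to. Matching them by depth would make this comparison circular. Depth was not used to settle the sets for other purposes either, so they are left open here.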

**Table S1.** Number of reads mapped to *B. rapa* v1.5 genome assembly in three biological repeats for each condition.

|  |  | **Number of mapped reads** | | | **Percentage of mapped reads** | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **R1** | **R2** | **R3** | **R1** | **R2** | **R3** |
| **WC** | **30 min** | 53,982,615* | 57,470,163 | 56,089,879 | 94.04* | 94.2 | 94.28 |
|  | **180 min** | 56,188,291 | 52,267,748 | 52,984,517 | 93.79 | 94.24 | 94.22 |
| **WF** | **30 min** | 53,982,615 | 63,047,170 | 52,588,082 | 94.04 | 94.09 | 93.82 |
|  | **180 min** | 55,645,909 | 53,989,100 | 47,044,896 | 94.06 | 93.94 | 93.79 |
| **Chitin** | **30 min** | 48,119,138 | 52,023,818 | 63,403,715 | 93.88 | 94.15 | 94.01 |
|  | **180 min** | 49,575,643 | 60,273,570 | 48,280,686 | 94.08 | 94.08 | 93.77 |
| **Flg22** | **30 min** | 46,880,539 | 50,649,498 | 61,026,020 | 93.68 | 93.75 | 93.52 |
|  | **180 min** | 51,076,603 | 57,598,601 | 57,230,578 | 94.1 | 94.08 | 94.07 |

WC: control (water treatment) for chitin

WF: control (water treatment) for flg22

R: Replicate

*: shared with WF 30 min R1

**Table S2.** Correlation analysis between the biological replicates for each condition.

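Across all 41020 genes on the log2(FPKM + 1) scale, Pearson's r between replicate libraries was 0.976 to 0.991 for chitin at 30 min, 0.983 to 0.992 for chitin at 180 min, 0.979 to 0.989 for flg22 at 30 min and 0.993 to 0.995 for flg22 at 180 min (3 pairs each). The 10 pairs of water libraries at 30 min ran from 0.969 to 0.994 and the 15 pairs at 180 min from 0.975 to 0.993. On FPKM without a logarithm, where a few highly expressed genes weigh most, the lowest values were 0.916, 0.881, 0.929 and 0.974 for the treated conditions in the same order and 0.803 and 0.824 for water. These correlations are across genes, which are not independent replicates.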

|  |  |  | **R2** | **R3** |
| --- | --- | --- | --- | --- |
| **WC** | **30 min** | R1 | 0.982 | 0.976 |
|  |  | R2 |  | 0.993 |
|  | **180 min** | R1 | 0.976 | 0.973 |
|  |  | R2 |  | 0.991 |
| **WF** | **30 min** | R1 | 0.989 | 0.982 |
|  |  | R2 |  | 0.985 |
|  | **180 min** | R1 | 0.989 | 0.989 |
|  |  | R2 |  | 0.980 |
| **Chitin** | **30 min** | R1 | 0.971 | 0.976 |
|  |  | R2 |  | 0.989 |
|  | **180 min** | R1 | 0.989 | 0.979 |
|  |  | R2 |  | 0.990 |
| **Flg22** | **30 min** | R1 | 0.986 | 0.974 |
|  |  | R2 |  | 0.986 |
|  | **180 min** | R1 | 0.993 | 0.992 |
|  |  | R2 |  | 0.991 |

WC: control (water treatment) for chitin

WF: control (water treatment) for flg22

R: Replicate

Number: Pearson’s coefficient

**Table S3.** List of all *B. rapa* genes differentially expressed in at least one condition. Fold-change (fc) and *p* value (raw.pval) are indicated for each gene (available as excel file). The full data set is also available from Gene Expression Omnibus platform (GSE150746).

**Table S4.** List of primers used in this study.

| **Gene ID** | **Primer name** | **Primer sequence (5' ->3')** |
| --- | --- | --- |
| Bra006560 | BraEFR1_mod1F | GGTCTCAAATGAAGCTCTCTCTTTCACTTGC |
| Bra006560 | BraEFR1_mod1R | GGTCTCAAGGTTTCCTCCAAGGGACAG |
| Bra006560 | BraEFR1_mod2F | GGTCTCAACCTAATCTCTGGAACTCTTCC |
| Bra006560 | BraEFR1_mod2R | GGTCTCATCAGATGGGTTACCGCCACTGG |
| Bra006560 | BraEFR1_mod3F | GGTCTCACTGATTCTTCTACTTTGGGG |
| Bra006560 | BraEFR1_mod3R | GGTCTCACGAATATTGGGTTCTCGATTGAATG |
| Bra002305 | BraEFR2_mod1F | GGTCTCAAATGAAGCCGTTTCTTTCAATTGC |
| Bra002305 | BraEFR2_mod1R | GGTCTCAAGTTCAGTGCAGTTAGTTAAACC |
| Bra002305 | BraEFR2_mod2F | GGTCTCAAACTAGAGTTCTTAGATGCTGG |
| Bra002305 | BraEFR2_mod2R | GGTCTCAAGGTTCAAGACTTTAACAGC |
| Bra002305 | BraEFR2_mod3F | GGTCTCAACCTCTTGAAGCATGGAGCAACG |
| Bra002305 | BraEFR2_mod3R | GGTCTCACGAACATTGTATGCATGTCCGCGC |
| At5g20480 | AtEFR_mod1F | GGTCTCAAATGAAGCTGTCCTTTTCACTTG |
| At5g20480 | AtEFR_mod1R | GGTCTCAAGAGATAAGATTTTGTCCAAGG |
| At5g20480 | AtEFR_mod2F | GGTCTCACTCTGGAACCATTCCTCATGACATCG |
| At5g20480 | AtEFR_mod2R | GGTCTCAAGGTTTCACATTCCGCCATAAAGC |
| At5g20480 | AtEFR_mod3F | GGTCTCAACCTTCAAGGGTATACGACATCG |
| At5g20480 | AtEFR_mod3R | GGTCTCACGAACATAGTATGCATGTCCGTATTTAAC |
| Bra017272 | BraNHL10_qPCR_F | TTCAACGCCGGAGAGTTACG |
| Bra017272 | BraNHL10_qPCR_R | TCCCCAAGCTTAAACCTAACCC |
| Bra006661 | BraEF1alpha 1_qPCR_F | TTGACGGGCGATCTGGAAAG |
| Bra006661 | BraEF1alpha 1_qPCR_R | TCCCTAACAGCGAAACGACC |
| Bra010367 | Bra010367_qPCR_F | ATGGTAATCGTGGCGTTGTT |
| Bra010367 | Bra010367_qPCR_R | CCAAACGCTGAAACCAAAA |
| Bra009738 | Bra009738_qPCR_F | TCTACGCAAGCCAATGTCAG |
| Bra009738 | Bra009738_qPCR_R | CTAGGGTTCATGCCACCAAT |
| Bra020747 | Bra020747_qPCR_F | TCAATCCCAAAAGGTTGGAG |
| Bra020747 | Bra020747_qPCR_R | TCCACCCCCAAAGAGTAAGA |
| Bra031321 | Bra031321_qPCR_F | TCCCCGAGCTACGTAAGAGA |
| Bra031321 | Bra031321_qPCR_R | TAGCTTTGGTCTGCGTGTTG |
| Bra017219 | Bra017219_qPCR_F | ACTCACCGGGAGGAAGATCA |
| Bra017219 | Bra017219_qPCR_R | ACGACACCTGGACAATGCAG |
| Bra024634 | Bra024634_qPCR_F | CCAGAAGGGTTTGTGGAAGC |
| Bra024634 | Bra024634_qPCR_R | CGGAACTCCCAAACTCAACC |
| Bra000310 | Bra000310_qPCR_F | GCGTTCTTTGCTCACGTCAC |
| Bra000310 | Bra000310_qPCR_R | GTTCCAGGAGAGCTGGATCG |

**Fig. S1.** Comparison of genomic regions containing PRR genes in Arabidopsis and *B. rapa*. Syntenic homologs of Arabidopsis PRRs were identified using the syntenic gene tool search from the Brassica database (brassicadb.org/brad/searchSyntenytPCK.php). Synteny between the genome positions of the identified genes is visualized with the GEvo tool of CoGe (genomevolution.org/coge/GEvo.pl). The *B. rapa* homologous genes are depicted in yellow (**a** CERK1, **b** LYK5, **c** LYM2, **d** EFR, **e** FLS2, **f** LYM1, **g** LYM3, **h** LORE). Colored wedges and lines indicate the collinearity with the corresponding genomic region (40 kb) in Arabidopsis.

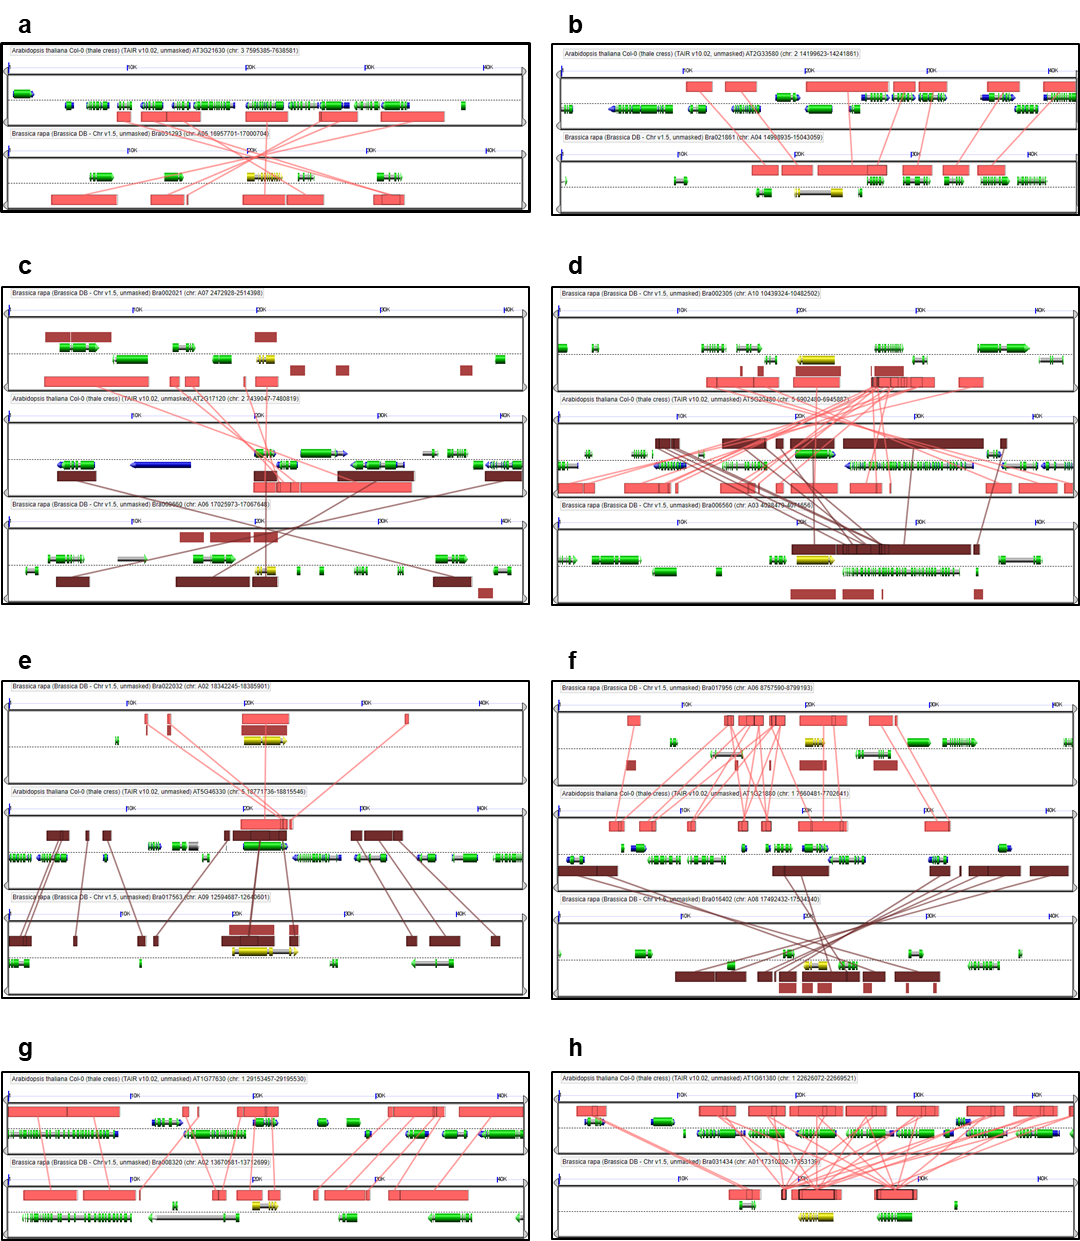

**Fig. S2.** Comparison of *A. thaliana* and *B. rapa* EFR protein sequences. **a** Protein sequence alignment was performed with Geneious. Predicted domains are annotated on AtEFR sequence (pink: signal peptide; yellow: N- and C-terminal regions; orange: Leucine-rich repeats (LRR); red: transmembrane domain; blue: protein kinase domain; brown: ATP-binding site; dark blue: proton-acceptor site). **b** Pairwise distance between AtEFR, BraEFR1 and BraEFR2 is shown as percentage of amino acid identity.

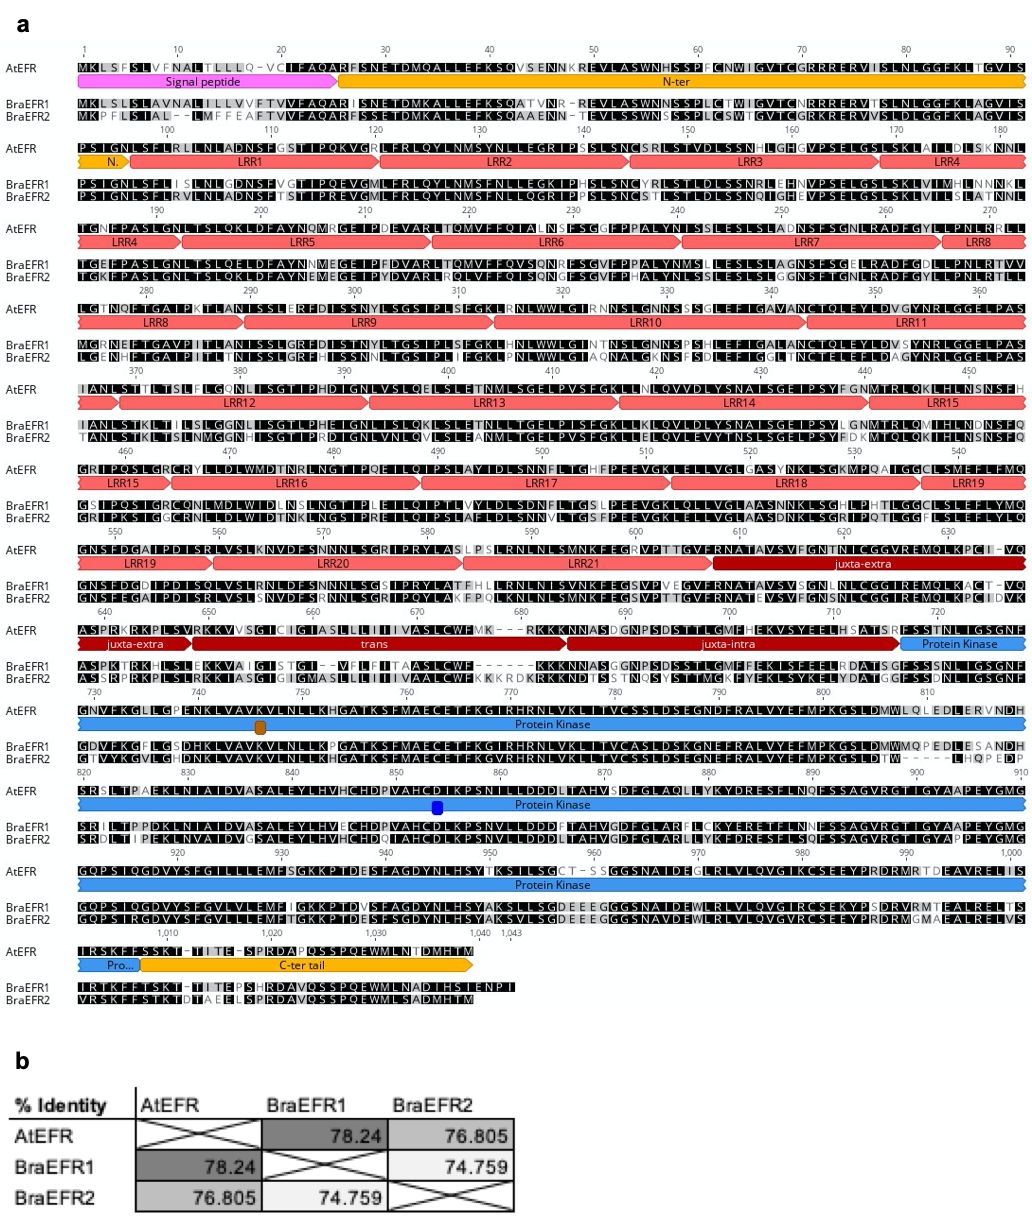

**Fig. S3.** Molecular characterization of Arabidopsis transgenic lines carrying *BraEFR* alleles. **a** Schematic of EFR cDNA sequence in *A. thaliana* and *B. rapa*. EFR-CAPS forward (f) and reverse (r) primers are identical in AtEFR, BraEFR1 and BraEFR2. Specific restriction sites (position) and size of the EFR-CAPS amplicon are indicated for each allele. **b** *EFR* expression in *A. thaliana* wild type (Col-0), *fls2 efr cerk1* (*fec*) mutant and two independent *fec* transgenic lines carrying either *BraEFR1* (*fec*/BraEFR1-1, *fec*/BraEFR1-2) or *BraEFR2* (*fec*/BraEFR2-1, *fec*/BraEFR2-2). Top panel shows EFR-CAPS amplification, middle panel shows the same amplicons digested with *Eco*RI and *Pst*I, bottom panel shows *EF1α* amplicon to attest equal amount of cDNA.

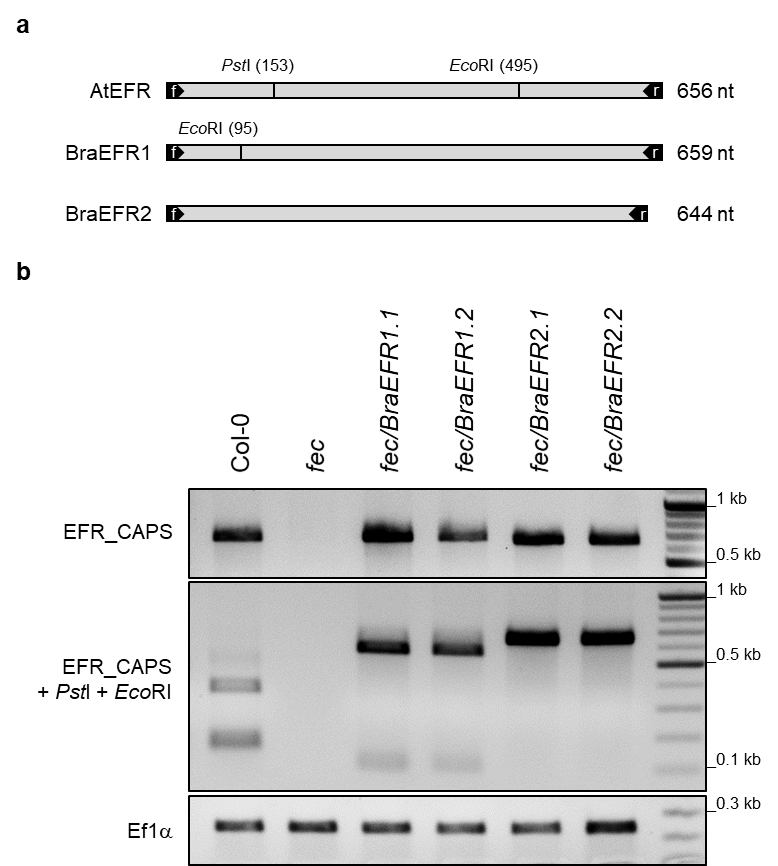

**Fig. S4.** BraEFR-YFP transient expression in *N. benthamiana*. Leaves expressing GFP, AtEFR, BraEFR1 or BraEFR2 were treated with water (mock), 100 nM elf18 or 100 nM flg22. **a** *NbCYP71D20* expression normalized by *NbEF1α* and relative to mock-treated GFP sample. Data are mean values +/- standard error from three technical replicates of one representative out of three biological repeats. **b** BraEFR-YFP subcellular localization was observed by confocal microscopy. Scale bar represents 40 μm.

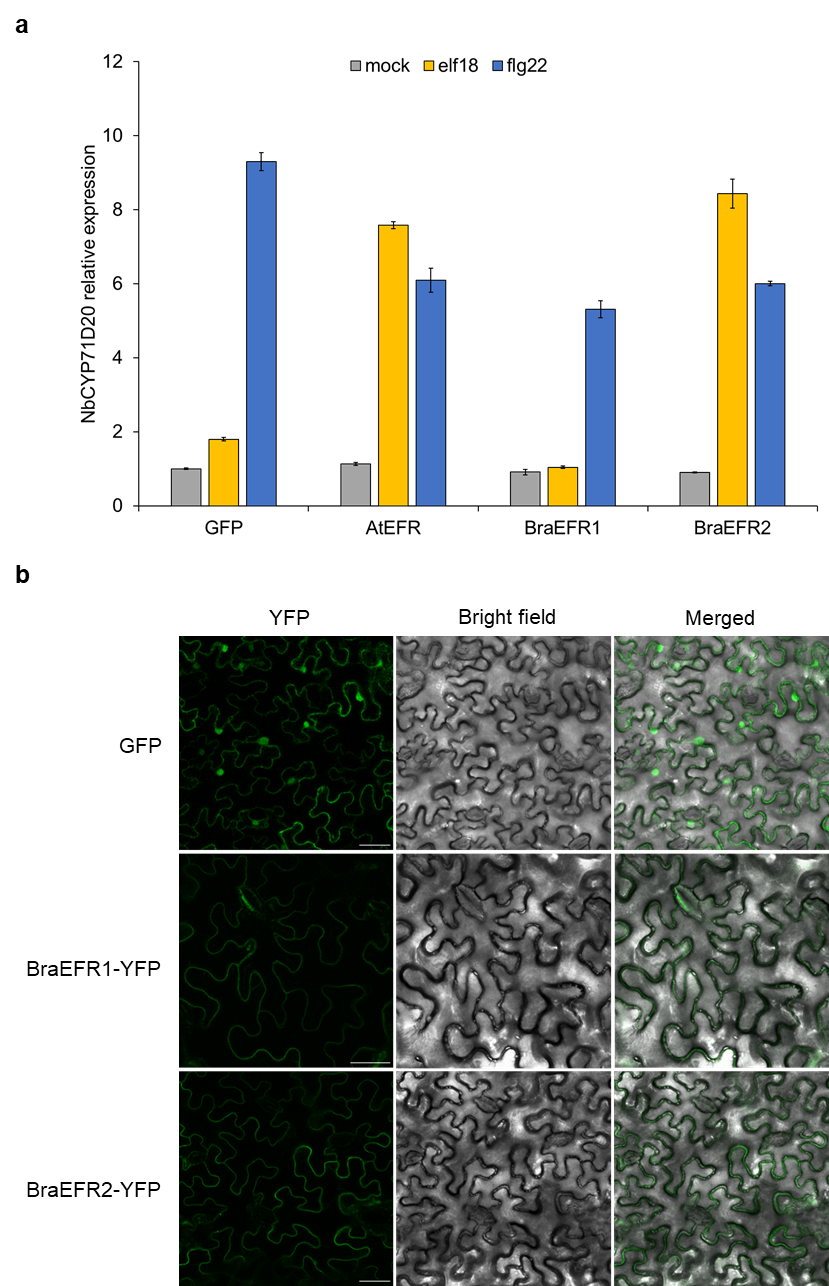

**Fig. S5.** Kinetic of MAMP-elicited ROS production in *B. rapa*. Leaf discs were treated with water (mock), or increasing concentration of elf18 (**a**), chitin (**b**) or flg22 (**c**) for 75 min. Data are mean values +/- standard error of relative light unit (RLU) from three independent biological repeats (n=48).

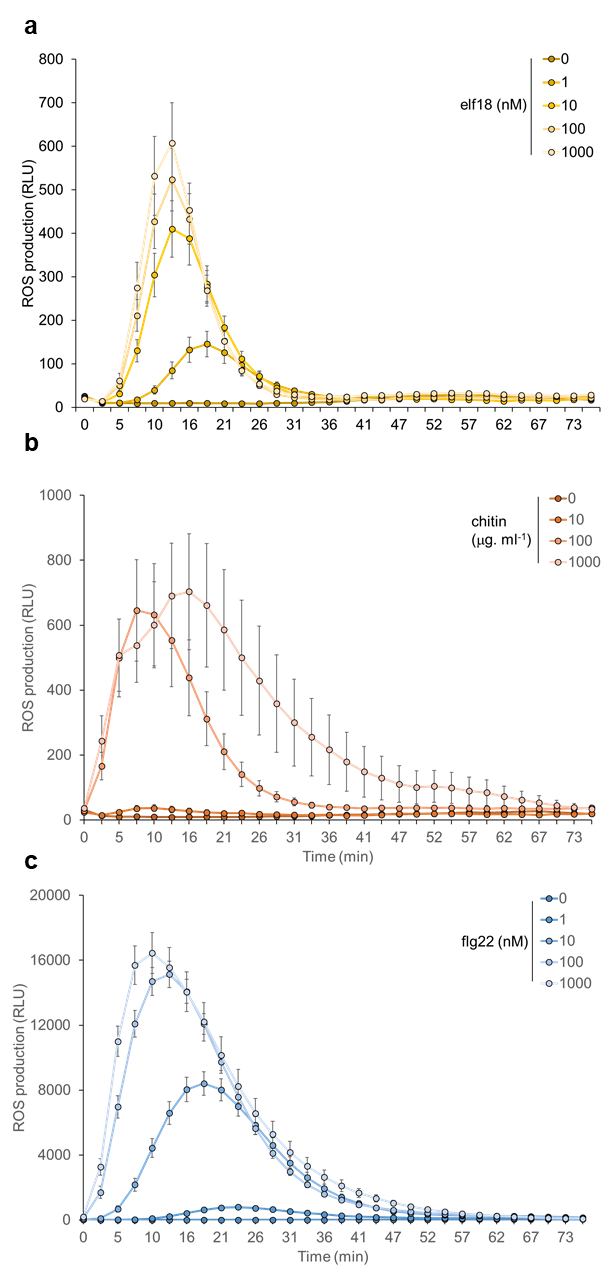

**Fig. S6.** Expression analysis by quantitative PCR of selected DEGs identified from the RNA-Seq analysis. *Bra010367*, *Bra009738*, *Bra020747* and *Bra031321* expression normalized by *BraEF1α* (qPCR, blue bars) compared to expression determined by RNA-Seq analysis (FPKM, green circles). Data are mean values +/- standard error from three independent biological repeats for each method.

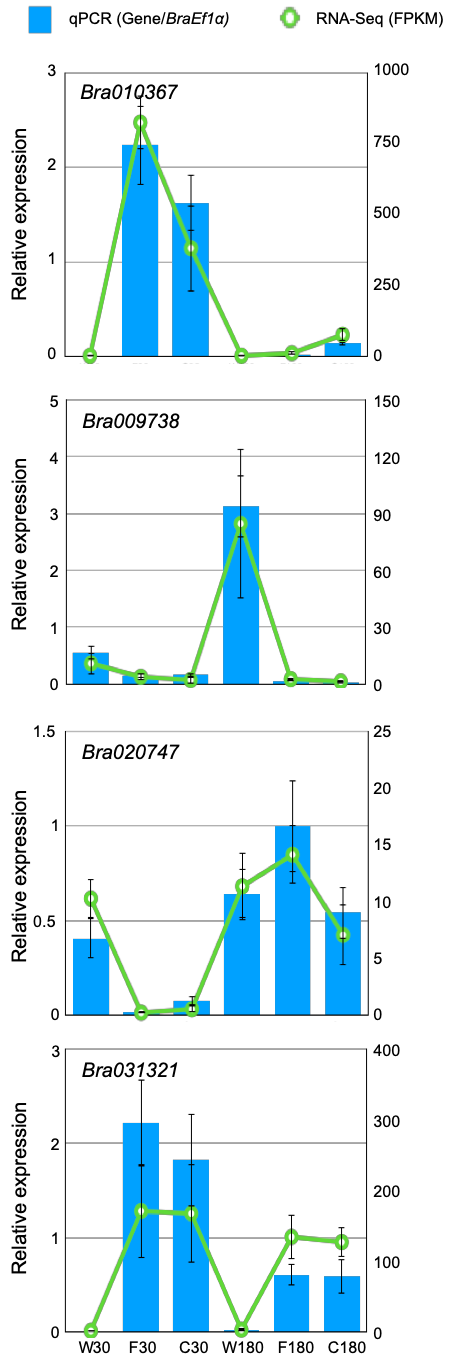

**Fig. S7.** Biological functions over-represented in the DEGs uniquely regulated by chitin in *B. rapa*. **a** Gene Ontology (GO) over-representation analysis was carried out using PANTHER classification system (pantherdb.org). Dot size is proportional to the number of DEGs detected for each GO category. Dot color indicates false discovery rate (FDR). **b** Expression analysis by quantitative PCR of the genes identified as uniquely regulated by chitin after 3 h of treatment. *Bra017219*, *Bra025634* and *Bra000310* expression normalized by *BraEF1α* (qPCR, blue bars) compared to expression determined by RNA-Seq analysis (FPKM, green circles). Data are mean values +/- standard error from three independent biological repeats for each method.

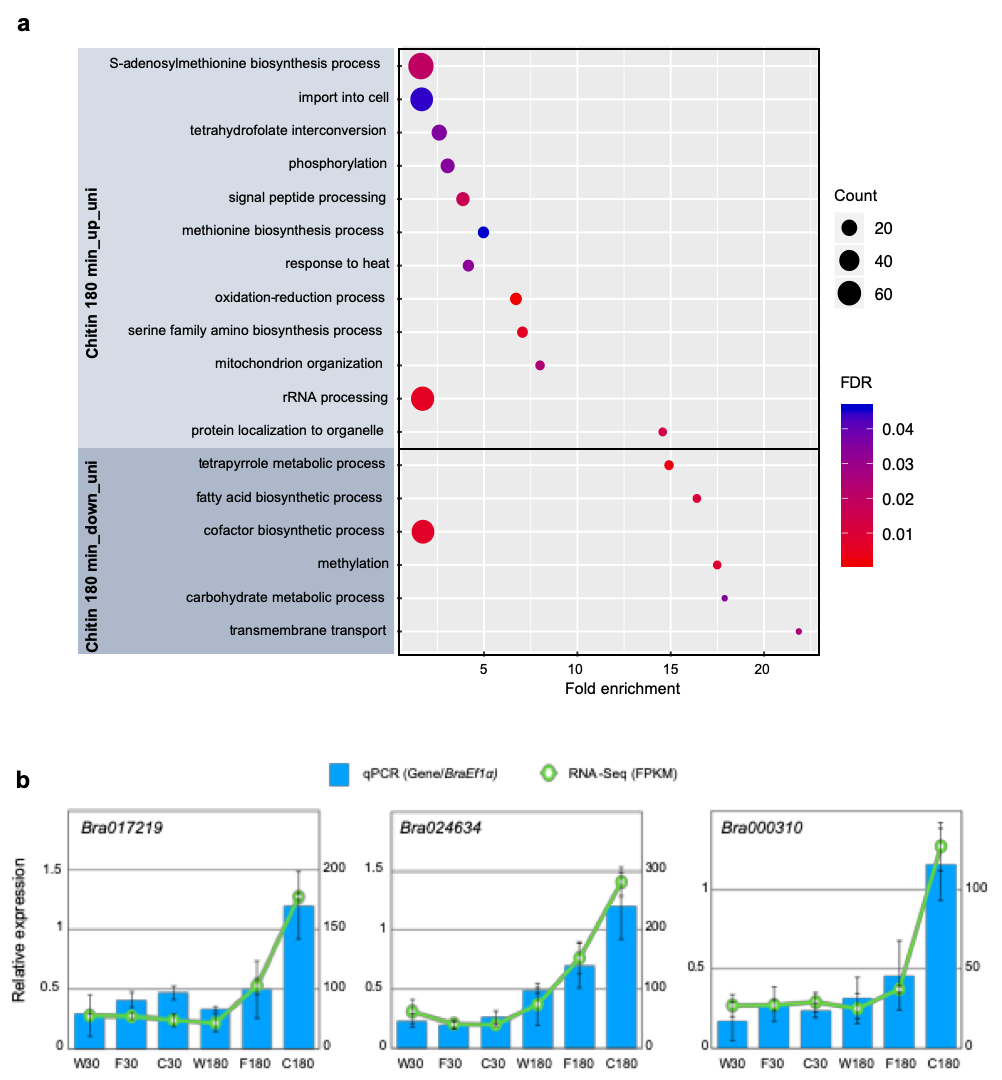

**Supplement:** Supplementary file 1 — Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

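RNA from leaf discs of 17-day-old Norang plants (15 discs of 100 mm2 per replicate) treated with water, 100 μg per ml chitin or 100 nM flg22 for 30 or 180 min was sequenced. The authors trimmed the reads with Trimmomatic, mapped them to the B. rapa chromosome v1.5 build with HISAT2, ran StringTie and deposited 1 table per library with the coverage, FPKM and TPM of 41020 genes. The paper called DEGs with DESeq2 on read counts, which were not used here. The deposited FPKM values are reads per gene relative to gene length and to the library total, the deposited TPM values sum to a fixed total per library, and the deposited coverage is a signal per base.

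The 23 libraries were mapped to 6 conditions from their labels. Water libraries of 1 time and replicate number are told apart by the number in their titles (1-s3 and 1-s7). The labels do not give the paper's division of the water libraries into a control set for chitin and one for flg22, so all 5 water libraries at 30 min and all 6 at 180 min served as controls. The design fixed beforehand assumed read counts and a count model with TMM scaling; since the files hold FPKM, the fallback named there was used, limma (version 3.58.1, R version 4.3.3) on log2(FPKM + 1) with a mean-variance trend and 1 coefficient per condition. Genes with an FPKM of at least 1 in at least 3 libraries (24384 genes) were tested. A DEG had a fold change of at least 2 and an unadjusted p under 0.05, the thresholds of the Results and Fig. 3; Benjamini-Hochberg adjusted p-values are given beside it, and those printed for single genes are adjusted over all tested genes. Unique DEGs are DEGs in neither direction in the other 3 conditions.

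The aligned bases behind each library, from the ratio of coverage to FPKM, were 4.09 to 5.64 gigabases with a median of 4.72. Between 30.1% and 33.2% of the genes were at 0 per library. In 57 cases a gene was at 0 in a library although the median of its condition was at least 10 FPKM, so a 0 can be a failed estimate. No library was a copy of another: at most 0.0043% of values were identical between 2 libraries.

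The replicate numbers pair the samples where every same-numbered correlation of deviations from the condition means was over 0.1. This held for chitin at 30 min (0.37 to 0.47), flg22 at 30 min (0.24 to 0.42) and chitin at 180 min (0.15 to 0.51) against water, and did not hold for flg22 at 180 min (-0.05 to 0.19) or for chitin against flg22.

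Named genes are every gene the paper names by identifier, and the gene with the largest common rise and fall at 30 min and with the largest rise and fall unique to chitin at 180 min, among genes with an adjusted p under 0.05, a mean FPKM of at least 1 and every treated library beyond every water library. Values of Bra000310, Bra002021 and Bra002305 in the supplied part of Table S3 (the first 1713 of the 13825 rows), and those drawn in Fig. S6 and Fig. S7b, were seen before the data were examined. The name table used here pairs 1 of the Bra identifiers with a symbol, so gene names are those of the paper, and the analyses of GO terms, of gene sets by product name and of the full glucosinolate gene list were not run.

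The model was tested on simulated data with 200 of 24384 genes changed by 1.5 on the log2 scale. Of these, 98.0% were recovered for chitin and 96.0% for flg22 at 30 min, and 99.0% and 96.0% at 180 min. Between 53 and 77 false calls were made at an unadjusted p. The changed genes were drawn only from genes with a higher mean in water, and the simulated noise was independent between libraries. Recovery at low FPKM and false calls from differences between whole libraries were therefore not tested. Alternatives set before the data were examined were a pseudocount of 0.1, no filter, an adjusted p, a log2 fold change of at least 2, only the conditions compared, a replicate block, water libraries averaged by replicate number, 1 water library per replicate number, each library left out, and other definitions of unique genes. Median-ratio scaling, TPM, differences of responses each with its own water libraries, and correlations over tested genes were added after the data were seen. Of the 21 tested genes that the paper names, 17 passed an adjusted p of 0.05 for chitin at 180 min and 18 when adjusted over the list alone; for chitin against flg22 at 180 min these numbers were 6 and 11. They did not differ for chitin at 30 min (13), flg22 at 30 min (11) and flg22 at 180 min (13). The paper chose part of this list from these libraries, so adjustment over it is not independent evidence.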

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

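The tests of depth, of scaling and of other splits of the libraries in this part were chosen after the results were seen, except the comparison of outlying water libraries with their depth.

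Of 52 groups of water libraries examined (named genes and depth at each time, where values varied), 4 held a library far from the others by Dixon's ratio, and chance gives about 2.6. Bra024634 in water at 30 min had 102 FPKM in replicate 3-s17 against 45.7 to 61.2 in the others (ratio 0.724). In water at 180 min, Bra031321 had 4.98 in replicate 3-s19 against 1.12 to 1.85 (0.812), Bra000310 had 41.6 in replicate 1-s7 against 16.4 to 24.8 (0.669) and Bra025634 had 5.50 in replicate 1-s3 against 3.82 to 4.44 (0.63). Of these 4 libraries, 3 were the shallowest or the deepest of their group, so depth cannot be told apart from other differences between water libraries, since 4 cases are too few. No biological explanation was tested.

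The effect of a MAMP differed between 30 and 180 min, by the interaction term in limma at an adjusted p under 0.05 and at least 1 on the log2 scale, for 3106 genes with a larger value at 180 min and 2308 with a smaller one for chitin, and for 4208 and 2126 for flg22. Under median-ratio scaling the balance turned, with 1299 larger and 3717 smaller for chitin and 1699 and 3360 for flg22. The differences at 180 minus 30 min among the named genes were as follows, without Bra017264, since a gene listed at 0 in all water libraries gives no fold. They were negative for BraNHL10 with flg22 (-3.23), Bra010367 with chitin (-2.79) and flg22 (-6.85), Bra009738 with chitin (-3.58) and flg22 (-3.65), Bra031293 with flg22 (-1.04) and Bra021861 with chitin (-2.80) and flg22 (-4.40). They were positive with chitin for Bra020747 (2.10), Bra017219 (2.73), Bra024634 (2.72), Bra025634 (1.25), Bra000310 (2.15), Bra017872 (2.64), Bra030246 (3.32), Bra009660 (1.20), Bra031434 (1.17), Bra024750 (1.90) and Bra037094 (3.19), and with flg22 for Bra020747 (3.37), Bra017219 (1.43), Bra024634 (1.86), Bra025634 (1.499), Bra030246 (1.40), Bra002305 (1.11) and Bra024750 (4.08). All tested genes have a median log2 fold change of -0.46 (chitin) and -0.47 (flg22) at 30 min and of -0.12 and 0.01 at 180 min, so each difference includes the shift. For Bra009738 the water mean itself rose from 7.68 FPKM at 30 min to 72.3 at 180 min (log2 3.28, adjusted p = 3.57e-05, limma). Its mean went from 2.07 to 1.32 in chitin and from 3.77 to 2.56 in flg22. The differences of this gene therefore come mainly from the water libraries. Under median-ratio scaling none of the 26 differences changed sign and 20 stayed past both criteria. Those that did not were Bra017219 with flg22 (0.92), Bra025634 with chitin (0.96), Bra030246 with flg22 (0.94), Bra009660 with chitin (0.79), Bra002305 with flg22 (0.77) and Bra031434 with chitin (0.77). A candidate explanation for the shift, induced genes taking a larger share of the library, predicts -0.33 for chitin and -0.52 for flg22. Depth did not separate the groups at 30 min (two-sided exact permutation p = 0.75 for chitin and 0.375 for flg22). A change of the response with time stays open as the biological explanation.

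The paper does not compare the water libraries of both times. Between 180 and 30 min in water, 553 genes were higher and 439 lower (495 and 395 at an adjusted p under 0.05, limma). Of 100 splits of the 11 libraries, drawn from 462, 3 gave as many higher and 3 as many lower genes, the real one included. The share is under 0.05, but the highest other counts were 650 higher and 664 lower. The splits also ignore the replicate numbers, so chance assignment is not firmly excluded. Depth did not separate the times (two-sided exact permutation p = 0.152). Over the choices of water libraries, the numbers for water 180 against water 30 min ran from 267 to 1410 higher and from 349 to 1082 lower. Time since cutting, time of day and incubation in water are among the biological explanations that were not tested.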

How the results depend on the processing

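The median-ratio scaling, TPM, the differences of responses and the correlations over tested genes were chosen after the data were seen, and the other alternatives before. DESeq2, a count model with RLE scaling, correlations of raw counts, and the sets by product name were not run, since they need counts or names.

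A log2 fold change of at least 2 lowered every count except that of genes raised by flg22 alone at 30 min by more than 1.5 times. It left 1026 up and 222 down (chitin 30 min), 1337 and 582 (flg22 30 min), 667 and 533 (chitin 180 min), 426 and 274 (flg22 180 min), 1003 and 200 common at 30 min and 302 and 143 common at 180 min. Unique genes became 19 and 15 (chitin 30 min), 332 down (flg22 30 min), 144 and 322 (chitin 180 min) and 108 and 124 (flg22 180 min). Chitin against flg22 gave 25 higher and 26 lower at 30 min and 85 and 60 at 180 min, and water against water 87 and 47.

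A pseudocount of 0.1 gave 4671 down (chitin 30 min), 6119 down (flg22 30 min), 3625 common down at 30 min, 2591 common down at 180 min and 758 unique down (chitin 30 min). Chitin against flg22 became 910 higher at 30 min and 1486 lower at 180 min, and water against water 845 and 705.

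An adjusted p lowered chitin against flg22 at 30 min to 65 higher and 144 lower and moved no other count by over 1.5 times. Median-ratio scaling gave 961 down (chitin 30 min), 1855 down (flg22 30 min), 828 common down at 30 min, 137 unique up and 84 unique down (chitin 30 min) and 671 unique down (flg22 30 min). TPM, no filter, only the conditions compared, averaged water libraries and unique genes within the same direction moved no count by over 1.5 times. The replicate block also moved none, with 2400 genes down for chitin at 30 min.

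Over the choices of 1 water library per replicate number, genes lowered by chitin at 30 min reached 3686. Unique genes ran to 134 up and from 90 to 1513 down (chitin 30 min), from 161 to 409 up (flg22 30 min), from 204 to 829 up (chitin 180 min), and from 100 to 668 up and 138 to 915 down (flg22 180 min). Water against water ran from 267 to 1410 higher and reached 1082 lower. When chitin and flg22 were each set against their own water libraries, the difference of responses was past the thresholds for 196 to 1591 genes higher and 195 to 1874 lower at 30 min, and for 444 to 1422 higher and 403 to 1663 lower at 180 min, depending on the choice.

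Requiring the direct test as well left 4 unique up and 6 down (chitin 30 min), 38 and 101 (flg22 30 min), 70 and 135 (chitin 180 min) and 72 and 62 (flg22 180 min).

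Leaving out each library moved 5 counts by over 1.5 times. Chitin against flg22 at 30 min ran from 174 higher and 190 lower without chitin replicate 3 to 946 and 718 without chitin replicate 1, with 724 higher without flg22 replicate 1 and 285 without flg22 replicate 2. Genes unique to chitin at 30 min ran from 46 (without flg22 replicate 3) to 105 up (without chitin replicate 2) and from 207 (without water replicate 3-s17) to 540 down (without chitin replicate 2), with 463 without chitin replicate 1, 480 without water replicate 2-s13 and 499 without water replicate 3-s21. Genes lowered by flg22 alone at 180 min ran from 244 (without chitin 180 min replicate 3) to 591 (without chitin 180 min replicate 1).

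The lowest replicate correlation without a logarithm was 0.8809 (chitin 180 min), 0.9159 (chitin 30 min), 0.9737 (flg22 180 min), 0.9285 (flg22 30 min), 0.8237 (water 180 min) and 0.8027 (water 30 min). Over tested genes it was 0.9659, 0.9528, 0.9861, 0.9615, 0.9455 and 0.9335 in that order.

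Of 2125 values of named genes under alternatives, 2037 kept their direction and side of an adjusted p of 0.05, 35 lost significance, 52 gained it and 1 changed direction; a sign change of a value past the threshold in neither setting was not counted. The reversed value is Bra002189 with flg22 at 180 min, -1.62 under the choice of water libraries with the lowest value against 0.06; the highest choice gave 1.74. The cause of these changes was not tested. Depth in this series, 4.09 to 5.64 gigabases per library, overlapped between the conditions, and genes with low FPKM are compressed by the pseudocount of 1.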

Differences from the paper's values

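Of 20 numbers of genes compared, 8 differed by more than 1.5 times. The paper's value of common downregulated genes at 30 min is 1331, against 2011 here; of the alternatives set before the data were examined, the replicate block (1960), the lowest choice of water libraries (1750) and leaving out water replicate 1 (1965), water replicate 2-s9 (1949), flg22 replicate 1 (1836) or chitin replicate 1 (1758) fell within 1.5 times, and the others did not. For genes lowered by flg22 alone at 30 min the paper's value is 611 and the value here 1093; of these alternatives, only the lowest choice of water libraries (898) came within 1.5 times. For genes raised by chitin alone at 180 min the paper's value is 625 and the value here 362; the highest choice of water libraries (829) and leaving out chitin replicate 3 (429) did, and no other. In Fig. 3, read by eye, downregulated genes numbered about 1600 for chitin and about 2200 for flg22 at 30 min, against 2446 and 3872 here; the replicate block (2400), the lowest choice of water libraries (2169) and leaving out water replicate 1 (2388), 2-s9 (2274) or 3-s17 (2305) or chitin replicate 1 (2394) or 3 (2374) came within 1.5 times for chitin, and none of these alternatives did for flg22. Genes unique to chitin at 30 min numbered about 140 up and about 150 down in Fig. 3, against 65 and 298 here; the highest choice of water libraries (134) and leaving out flg22 replicate 1 (94) or chitin replicate 2 (105) did for those up. For those down, leaving out water replicate 2-s9 (219) or 3-s17 (207) or flg22 replicate 3 (221) did. The remaining alternatives set beforehand did neither. Genes raised by flg22 alone at 180 min numbered about 91 in Fig. 3, against 270 here; a log2 fold change of at least 2 (108), the lowest choice of water libraries (100) and the direct test (72) did, and the others did not. Median-ratio scaling, chosen after seeing the values, brought the common downregulated genes at 30 min to 828, more than 1.5 times below the paper's, the genes lowered by flg22 at 30 min to 1855, those lowered by flg22 alone to 671 and the genes raised by chitin alone at 30 min to 137, within 1.5 times of the paper's. It also brought genes lowered by chitin at 30 min to 961 and those lowered by chitin alone to 84, each more than 1.5 times below Fig. 3. In the first 1713 of the 13825 rows of Table S3, it drops 127 of the 302 genes the paper calls down with flg22 at 30 min (64 without scaling), 65 of the 96 called down with flg22 at 30 min alone (66) and 17 of the 20 called up with chitin at 30 min alone (20). It drops 101 of the 204 called down with chitin at 30 min (48) and 81 of the 171 called down with both (35). For genes called up at 30 min it drops fewer than without scaling: 66 of 370 with chitin (147), 59 of 379 with flg22 (126) and 56 of 333 with both (128). The calls overlap only in part: of the 92 genes in these rows that the paper calls up with chitin at 180 min alone, 28 were unique here, and of its 171 called down alone, 63 were.

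Of 12 replicate correlations in Table S2, 3 differed by more than the SD over the pairs of the condition, all for flg22 at 180 min: 0.993, 0.992 and 0.991 in the paper against 0.9947, 0.9934 and 0.9931 here. FPKM without a logarithm brought the pair of replicates 1 and 2 (0.9894) within the SD of the pairs on that scale and not the others.

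In the same part of Table S3, the paper's log2 fold changes could be compared for the named genes held there, and 11 of 20 differed in sign or by more than the standard error. Bra002189 with flg22 at 30 min is within its standard error of 1.00 and differs in sign only. For Bra000310 the paper's values are 0.60 with chitin and 0.60 with flg22 at 30 min and 0.89 with flg22 at 180 min, against 0.21, 0.13 and 0.61 here; the highest choice of water libraries (0.90), and leaving out water replicate 1-s7 (0.77) or flg22 replicate 2 (0.70), closed the last, and leaving out chitin replicate 3 (0.38) the first. Median-ratio scaling (0.67 and 0.58 at 30 min) and TPM (0.71 at 180 min), chosen after seeing the values, also did. For Bra002021 they are 1.54 with chitin and 1.07 with flg22 at 30 min, against 0.80 and 0.37. For Bra002305 they are 0.33 with chitin and 0.72 with flg22 at 30 min, and 2.04 with chitin and 1.67 with flg22 at 180 min, against -0.15, 0.12, 0.78 and 1.23. None of the alternatives run closed the gaps of Bra002021 and Bra002305, and none set before the data were examined closed that of Bra000310 with flg22 at 30 min. For Bra002189 the paper's values with flg22 are -0.40 at 30 min and -1.65 at 180 min, against 0.21 and 0.059; averaged water libraries (-0.27 and -0.88) and the lowest choice of water libraries (-0.84 and -1.62) closed both, and leaving out flg22 replicate 2 (-0.32) or water replicate 2-s13 (-0.11) or 3-s21 (-0.26) closed the first. The values here are on the log2(FPKM + 1) scale.

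The 20 FPKM values read by eye from Fig. S6 and Fig. S7b did not differ by these criteria. The legend of Fig. S7b names Bra025634 where the text and the panel name Bra024634; the FPKM drawn for that gene (about 280, about 150 and about 75 for chitin, flg22 and water at 180 min in Fig. S7b, read by eye) match Bra024634 (281, 152 and 73.6 here) and not Bra025634 (5.53, 5.74 and 4.34).

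The paper names Bra030246 and Bra024634 as changed in the 3 h chitin sample alone, and Bra017219 as raised by chitin alone. For Bra017219, Bra024634 and Bra000310 it also reports qRT-PCR in other biological samples, which was not re-examined here. The paper set flg22 against its own water set, while the calls below use all water libraries of the time point unless a choice is named. Here Bra017872 (flg22 0.55, adjusted p = 0.226 from limma, but 1.05 and a DEG under the choice of water libraries with the highest value) and Bra000310 were DEGs with chitin at 180 min only, Bra030246 was also lowered at 30 min by both MAMPs, and Bra024634 (1.20, adjusted p = 0.00786) and Bra017219 (1.39, adjusted p = 0.00967) were also DEGs with flg22 at 180 min. Under the choices of water libraries with the lowest value, Bra024634 (0.69) and Bra017219 (0.88) were not DEGs with flg22.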

Other observations

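In this part the tests of composition, depth, median-ratio scaling and other splits of the libraries, the count of water choices with more genes for chitin, the comparisons of water pairs and water sets, the differences of responses with own water libraries and the direction of unique genes with the other MAMP were chosen after the results were seen.

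At 30 min most tested genes had lower FPKM than in water: 78.8% for chitin and 78.5% for flg22. The genes raised by both MAMPs took 3.70% of TPM in water, 23.6% in chitin and 32.7% in flg22. If the remaining genes kept their ratios among themselves, that alone would shift them by -0.33 for chitin and -0.52 for flg22, and their medians were -0.50 and -0.52. A candidate explanation of the low medians is therefore this composition of the libraries, which reaches the observed size for flg22 and only part of it for chitin. The genes were picked as risers from the same libraries. Depth does not explain it (exact permutation p = 0.75 and 0.375, two-sided). A true fall of many transcripts stays open.

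Chance assignment of the libraries was excluded for the genes changed against water: the real split was the 1 of 56 with as many genes, up or down, for chitin and for flg22 at 30 min, and the 1 of 84 for each at 180 min. Among splits that part as many replicate pairs, it was the 1 of 27 for chitin at 180 min; at 30 min it was the 1 of 18, a number too small to give a share under 0.05. For genes common to both MAMPs it was the 1 of 100 at both times, in regroupings that ignore the replicate numbers. Where water, chitin and flg22 were regrouped at 30 min within each replicate number, 2 of 100 (drawn from 432) gave as many common genes, up and down. These are the real grouping and 1 that keeps the same treated libraries and exchanges chitin and flg22 within replicates. For unique genes chance was not excluded: of 100 regroupings, 39 gave as many up and 16 as many down for chitin at 30 min, 21 and 10 for flg22 at 30 min, 18 and 10 for chitin at 180 min and 16 and 13 for flg22 at 180 min. The regroupings mix treated and water libraries, which itself makes genes unique to 1 group. For chitin against flg22 the real split gave the most genes at both times, the 1 of 10, a design in which the share cannot fall below 0.1.

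More genes changed with chitin than with flg22 at 180 min under all 8 choices of water libraries at 180 min, with a ratio of 1.01 at the lowest. Under median-ratio scaling chitin gave 5329 and flg22 3757. Depth does not account for it, since the chitin libraries were not deeper (mean 4.62 against 4.86 gigabases, exact permutation p = 0.6, two-sided). The order held under each of these tests, while its size depends on the water libraries. A longer response to chitin stays open as the biological explanation.

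A hypothesis is that part of the difference between chitin and flg22 comes from separate series of libraries for each MAMP, since Table S1 gives each MAMP its own water set except in replicate 1 at 30 min. The water libraries of one time and replicate number differed by at least 2-fold in 562 to 3394 tested genes. At 30 min, the difference between the 2 water libraries ran along chitin minus flg22 across genes with r of size 0.645 in replicate 2 and 0.693 in replicate 3 (the order within a pair is arbitrary, so only the size is read). In replicate 1, with a single water library, 390 genes were 2-fold apart between chitin and flg22, against 2162 and 3068 in the others. At 180 min the sizes were 0.531, 0.095 and 0.456 in replicates 1, 2 and 3. Water pairs also ran along chitin minus flg22 of the other replicate at 30 min (0.554 and 0.643), and not along that of replicate 1 (0.018 and 0). At 180 min the sizes of r against the other replicates were 0.299 and 0.312 for the water pair of replicate 1, 0.23 and 0.041 for that of replicate 2 and 0.105 and 0.259 for that of replicate 3. The 180 min water pairs were also set against chitin minus flg22 at 30 min. The sizes ran from 0.257 to 0.558 against replicates 2 and 3 and from 0.009 to 0.134 against replicate 1. The 30 min water pairs gave 0.132 to 0.256 against chitin minus flg22 at 180 min. Between water pairs the size was 0.709 at 30 min, 0.1 to 0.37 at 180 min and 0.283 to 0.686 across times. The labels do not give the series, and the sets were not assigned by depth or by title order. The series and the MAMP were therefore not told apart here. With each MAMP set against its own water libraries, the difference of responses kept 7 to 1203 genes higher and 17 to 1304 lower at 30 min, and 25 to 726 and 18 to 1070 at 180 min, at 2-fold and an adjusted p under 0.05 (limma), depending on the choice. In the paper's own values, 100 (5.84%) of the first 1713 of the 13825 rows of Table S3 have at least a 2-fold change and a raw p under 0.05 between the water sets at 30 min, and 71 (4.14%) at 180 min. Table S3 holds only genes that the paper calls changed in 1 or more conditions, so these are not shares of all genes.

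Genes unique to chitin at 180 min may be genes that flg22 moves by less than 2-fold on the log2(FPKM + 1) scale. With flg22, 93.9% of those up and 95.8% of those down moved the same way. The share in simulated unchanged groups that share the water libraries, 80.2%, comes from false calls. It cannot serve as the rate expected without an effect of flg22. In the direct test at an adjusted p under 0.05 (limma), 115 of the 362 up were higher and 331 of the 866 down were lower with chitin than with flg22.

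Some receptor genes of Table 1, for which the paper gives expression in other samples, changed with the MAMPs in these leaf discs. The CERK1 homolog Bra031293 rose from 11.1 ± 3.55 FPKM (SD, n = 5) in water to 42.2 ± 15.6 in chitin and 46.0 ± 6.04 in flg22 (SD, n = 3 each) at 30 min. The LYK5 homolog Bra021861 rose from 2.55 ± 0.822 (SD, n = 5) to 81.6 ± 23.0 and 66.1 ± 16.3 (SD, n = 3 each), and at 180 min was at 9.66 ± 1.30 in chitin and 1.92 ± 0.810 in flg22 (SD, n = 3 each) against 2.31 ± 1.04 (SD, n = 6) in water. BraFLS2 (Bra017563) did not differ from water with flg22 at 30 min (log2 fold change -0.41, adjusted p = 0.167 from limma) or 180 min (0.02, adjusted p = 0.969); with chitin at 30 min (-0.54, adjusted p = 0.0767) it passed the threshold in 6 of 17 alternatives. These are the replicate block (-0.58), which fits a comparison that the replicate numbers pair, averaged water libraries (-0.70), the lowest choice of water libraries (-0.97), and leaving out chitin replicate 1 (-0.71) or water replicate 2-s13 (-0.66) or 3-s21 (-0.74). With flg22 at 30 min it did so in 3 of 17, among them without water replicate 3-s21, and median-ratio scaling gave -0.03. BraEFR2 (Bra002305) rose at 180 min with flg22 (1.23, adjusted p = 5.85e-06, limma) and with chitin (0.78 on the log2(FPKM + 1) scale, adjusted p = 0.00028; 2.09 ± 0.643 FPKM in chitin, SD, n = 3, against 0.794 ± 0.318 in water, SD, n = 6), and the MAMPs did not differ past the threshold (-0.45, adjusted p = 0.108). Bra006560 and Bra022032 are listed at 0 in all 23 libraries. A listed 0 can be a failed estimate, so it does not show that either gene is silent. For Bra006560 the paper gives a low FPKM above 0 in other samples, and it cloned the coding sequence from Norang cDNA. BraNHL10 (Bra017272), followed by qPCR in Fig. 2b, was at 8.99 ± 5.29 FPKM (SD, n = 5) in water, 1010 ± 72.5 in flg22 and 458 ± 212 in chitin (SD, n = 3 each) at 30 min.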
